# Central Role of CD169^+^ Lymph Node Resident Macrophages in the Adjuvanticity of the QS-21 Component of AS01

**DOI:** 10.1038/srep39475

**Published:** 2016-12-20

**Authors:** Sophie Detienne, Iain Welsby, Catherine Collignon, Sandrine Wouters, Margherita Coccia, Sophie Delhaye, Laurye Van Maele, Séverine Thomas, Maëlle Swertvaegher, Aurélie Detavernier, Abdelatif Elouahabi, Stanislas Goriely, Arnaud M. Didierlaurent

## Abstract

Saponins represent a promising class of vaccine adjuvant. Together with the TLR4-ligand MPL, QS-21 is part of the Adjuvant System AS01, a key component of the malaria and zoster candidate vaccines that display demonstrated clinical efficacy. However, the mechanism of action of QS-21 in this liposomal formulation is poorly understood. Upon intra-muscular immunisation, we observed that QS-21 rapidly accumulated in CD169^+^ resident macrophages of the draining lymph node where it elicited a local innate immune response. Depletion of these cells abrogated QS-21-mediated innate cell recruitment to the lymph node, dendritic cell (DC) phenotypic maturation as well as the adjuvant effect on T-cell and antibody responses to co-administered antigens. DCs rather than lymph node-resident macrophages were directly involved in T-cell priming by QS-21, as revealed by the decrease in antigen-specific T-cell response in *Batf3*^−/−^ mice. Further analysis showed that the adjuvant effect of QS-21 depended on the integration of Caspase-1 and MyD88 pathways, at least in part through the local release of HMGB1. Taken together, this work unravels the key role of lymph node sentinel macrophage in controlling the adjuvant effect of a molecule proven to improve vaccine response in humans.

Purified recombinant/sub-unit antigens elicit modest antibody responses. Therefore, vaccines containing these antigens also include immunostimulatory molecules known as adjuvants, that can enhance and shape specific immune responses^1^. These immunostimulatory molecules are thought to activate innate immune cells acting either as pathogen-associated molecular patterns (PAMPs) or by inducing danger-associated molecular patterns (DAMPs).

Among the many adjuvants tested in humans so far, the Adjuvant System AS01 is the only one able to induce protective immunity against malaria and is a key component of the zoster vaccine that recently showed a 97% efficacy in the elderly^2^,^3^,^4^. AS01 is a liposome-based adjuvant comprising 3-*O*-desacyl-4′-monophosphoryl lipid A (MPL), a Toll-like receptor 4 ligand and QS-21, a saponin extracted from the bark of the *Quillaja saponaria* Molina tree. The adjuvant has been shown to induce robust antigen-specific cellular and humoral adaptive responses (reviewed in Garçon *et al*.^5^). Furthermore, recent data obtained in mouse models have shown that AS01 induces a rapid activation of the innate immune response both at the site of injection and in the draining lymph node. Immunisation with AS01-adjuvanted recombinant proteins leads to the recruitment of antigen-loaded dendritic cells to the draining lymph node that is critical for the induction of antigen-specific adaptive responses^6^.

While AS01 induces potent immune cellular and humoral responses, the exact role of the QS-21 component is poorly characterised. Saponins exhibit a diverse range of biological activities such as immunomodulatory, anti-tumoral and anti-microbial properties^7^. QS-21 is a water soluble triterpene glycoside with amphiphilic character and was found to possess a high level of adjuvant activity combined with a comparatively low level of toxicity^8^. However, it still possesses haemolytic activity that can be eliminated through adequate formulation^9^. Two structural features of QS-21 have been identified as being critical for its adjuvant activity: the triterpene aldehyde and the fatty acyl side chain^10^. QS-21 has been shown to enhance CD8 T-cell responses in mice, possibly through the promotion of antigen cross-presentation by dendritic cells, as has been described for other saponins^11^,^12^. Moreover, QS-21 promotes the production of antigen-specific antibodies both in mice^13^ and in humans^7^,^14^,^15^. Whether QS-21 activates cells via a specific receptor remains unknown, and the signalling pathways it induces are also still poorly understood. QS-21 has been shown to activate the inflammasome *in vitro*^16^. Furthermore, a recent report has demonstrated that QS-21 activates ASC-NLRP3 inflammasome and subsequent IL-1β/IL-18 release^17^. Finally, ISCOMATRIX, an adjuvant containing saponins, also activates the inflammasome *in vitro*, which can lead to IL-18 release *in vivo* that is important for CD8 T cells and IgG2c antibody responses^18^.

The goal of this study was to identify mechanisms involved in the activation of the immune system by the QS-21 component of AS01. We identified CD169^+^ resident macrophages of the lymph node draining the injection site as the main cells targeted by QS-21 when formulated into liposomes.

## Results

### QS-21 incorporated in liposomes induces robust adaptive immune responses to co-administered antigens

QS-21 was incorporated into cholesterol-containing liposomes, similarly to the clinical AS01 formulation^9^. To assess the adjuvanticity of this QS-21 formulation, mice were immunised intramuscularly against two model antigens (Ag): HBs, a clinically relevant Ag used in the *Engerix*™ vaccine, and OVA that allows tracking of Ag-specific CD8 T cells using SIINFEKL-H2Kb pentamers following the protocol described in Fig. 1A. Ag-specific responses were measured either 7 days after the first (post dose I) or second (post dose II) injection. Upon restimulation with HBs peptides *in vitro*, the frequency of cytokine-producing CD4 and CD8 T cells was low post dose I, but increased significantly post dose II in the group receiving antigen co-administered with QS-21 as compared to antigen alone. Furthermore, a robust increase in the number of cells producing simultaneously two or three cytokines was observed after the second immunisation (Fig. 1B and Supplementary Fig. S1). Similarly to HBs-specific CD8 T cells, QS-21 strongly supported the expansion of OVA-specific CD8 T-cells, especially post dose II (Fig. 1C). Ag-specific effector CD8 T cells differentiate into two main subsets: terminally differentiated effector (TE) cells that are CD127^−^ and KLRG1^+^ and memory precursor (MP) cells that are CD127^+^ KLRG1^−^ and can become long-lived memory cells^19^. Immunisation with QS-21-adjuvanted Ags led to the differentiation of both TE and MP CD8 T-cell subsets (Fig. 1D). Finally, QS-21-also increased anti-HBs IgG1 and IgG2c production when co-administered with antigens, establishing QS-21 in a liposome formulation as a robust adjuvant inducing both cellular and humoral responses following a prime-boost regimen (Fig. 1F).

### Intramuscular injection of QS-21 leads to a rapid local innate response in the draining lymph node

In order to assess local innate responses that may be linked to the adjuvant effect of QS-21, PBS or QS-21 were administered i.m. to mice and innate cell recruitment was measured in both the muscle and the draining lymph node (DLN). Twenty-four hours post-injection, low or no recruitment of monocytes or neutrophils were observed at the injection site (Fig. 2A). In contrast, at the same time point, accumulation of monocytes, neutrophils, eosinophils and dendritic cells was readily detectable in the draining lymph node (Fig. 2B). Increase in dendritic cell number was low (2-fold increase) when compared to monocytes and neutrophils (>10-fold increase). 

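Gene expression was measured in the draining iliac lymph node (DLN) and in the injected gastrocnemius muscle of mice given QS-21 in liposomes or PBS, with 34 Affymetrix mouse arrays in all. The DLN contributed 18 arrays, 3 for each treatment at 2, 4 and 6 h. The muscle contributed 16 arrays: 3 for QS-21 and 2 for PBS at 2 h, 2 for QS-21 and 3 for PBS at 4 h, and 3 for each treatment at 6 h. The submitters had left out 2 further muscle arrays for their quality. According to the sample labels, each array holds RNA pooled from 2 mice and each condition comprised 6 mice, so that replicates are separate pools. Each time had its own PBS group. The paper gives 100 µg/ml of QS-21 and 20 µl per muscle, whereas the labels give 100 mg/ml and 50 µl per muscle.
The authors' values are GCRMA intensities, 1 for each probe set, on the linear scale and rounded to whole numbers from 12 to 62000. The background adjustment left each array with a lowest value of 12 to 15, shared by 41.6 to 50.9% of its probe sets, and 3584 of the 12394 genes tested lay at this floor on every array. A fold against a group at the floor on all its arrays is therefore a lower bound and is written "at least". A fold over a group whose arrays lie near the floor without all being at it is given as measured, and the floor limits it too. Array intensities carry no counts, and the number of arrays limits the precision. The 95th percentile of the intensities was 1885.6 to 1946.6 on the DLN arrays of 2 h and 1528.5 to 1590.1 on those of 6 h, and 2489.4 to 2577 and 2015.5 to 2088.1 on the muscle arrays of these times, so that levels are not on 1 scale across times and tissues. Folds compare QS-21 with PBS within a tissue and time.
Intensities were taken to log2 without a pseudocount, 1 probe set was kept per gene (the highest mean over the 34 arrays), and limma was fitted to each tissue with 1 coefficient per group. Genes passed at an adjusted p under 0.05 over the 12394 genes. The paper's text gives a p-value threshold of 0.05 for its gene selections without naming an adjustment. Folds are ratios of geometric means, and the 30 gene lists described were written before the data were examined. With 3 arrays against 3, an exact permutation test cannot go below 0.1, and 10% of genes separate the groups by chance alone. The standard deviation of the log2 difference between replicate arrays was 0.249 to 0.430, apart from 0.520 and 0.527 for the pairs that include replicate 2 of the DLN at 2 h after QS-21. On that array the long non-coding RNA Malat1 read 1029, against 15922 and 13981 on the other replicates, and Ago2, a component of the RNA-silencing complex, read 30 against 719 and 814. Both genes also differed between treatments on other arrays. Malat1 read 4915 to 6065 on the PBS arrays of the DLN at 2 h. Ago2 at 4 h read 1124 to 1635 with QS-21 and 512 to 622 with PBS in the DLN. In the muscle at 4 h it went the other way, with 337 and 499 against 1206 to 1244. The cause was not tested.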

Microarray analysis of gene expression at the injection site and in the DLN was performed 2, 4 or 6 hours after i.m. injection. 

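Genes over 10-fold higher with QS-21 were found in the DLN from 2 h on and at the injection site from 4 h on. In the DLN, 45 genes were over 10-fold higher with QS-21 than with PBS at 2 h, 47 at 4 h and 41 at 6 h, at an adjusted p under 0.05 from limma. At the injection site this count was 0 at 2 h, where 14 genes were over 3-fold higher at an unadjusted p under 0.05, and it was 8 at 4 h and 10 at 6 h. Taken over the 3 times, 71 genes were over 10-fold higher in the DLN and 13 at the injection site, 10 of them in both.
Acod1, the enzyme that makes itaconate in activated myeloid cells, was at least 139.6-fold higher in the DLN at 4 h (log2 fold change 7.13, standard error 0.25, adjusted p = 2.8e-10). Clec4d, a C-type lectin receptor of myeloid cells, was 139.5-fold higher at 4 h, and Hdc, the histamine-forming enzyme, 85.4-fold higher. Il1rn, the antagonist of the IL-1 receptor, reached 80.5-fold and Slfn4, a myeloid gene of the Schlafen family, 80.0-fold at 6 h. At the injection site, the acute phase gene Saa3 was 40.0-fold higher at 6 h (log2 fold change 5.32, standard error 0.81, adjusted p = 0.0047). Ptx3, a soluble pattern recognition molecule, was 22.4-fold higher there at 6 h, Selp, the P-selectin of activated endothelium, 13.9-fold at 4 h, and Icam1, an adhesion molecule for leukocytes, 15.9-fold at 4 h. Icam1, Saa3 and the interferon-induced Ifitm6 were the 3 genes over 10-fold higher at the injection site and not in the DLN.
Over the 74 genes that were over 10-fold higher in either tissue, the median fold in the DLN was 11.5 at 2 h, 13.4 at 4 h and 10.8 at 6 h. At the injection site it was 1.40, 2.57 and 3.57. In the DLN 63, 71 and 69 of the 74 genes passed the test as higher at the 3 times, and at the injection site 0, 34 and 35. Genes with all PBS arrays at the floor entered these medians at their lower bound (26, 25 and 27 genes in the DLN, and 18, 15 and 17 at the injection site). The largest fold of the 71 DLN genes fell at 2 h for 30 genes, at 4 h for 31 and at 6 h for 10, and that of the 13 injection site genes at 4 h for 3 and at 6 h for 10. With all values under 64 raised to 64, a setting chosen after the data were seen, 41 genes were over 10-fold higher in the DLN and 8 at the injection site. With the spread estimated from the compared groups alone, 6 genes were over 3-fold higher at the injection site at 4 h in place of 57 and 20 at 6 h in place of 61, and the calls of Cxcl1, Ccl2 and Saa3 at 4 h and of Junb, Cxcl5 and Socs3 at 6 h were among those lost.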

A heatmap representation of the top upregulated genes (QS-21/PBS fold change >10 in either the DLN or injection site at either 2, 4 or 6 hours) shows that the response was both faster and of higher magnitude in the DLN compared to the injection site (Fig. 2C). The variations over time of expression of the top 50 upregulated genes in either the injection site or DLN were also represented as stacked line charts (Fig. 2D,E). These representations highlight the fact that the magnitude and speed of induction of gene expression is greater in the DLN than at the injection site. 

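Cxcl1, a chemokine for neutrophils, and the cytokine genes Il6 and Il1b were near or at the floor in the PBS-injected DLN and reached high intensities within 2 h of QS-21. Cxcl1 read 8487 (geometric mean, 5317 to 12628 on 3 arrays) against 14 on every PBS array, which is at least 606-fold higher (log2 fold change 9.24, standard error 0.22, adjusted p = 4.9e-12). It was at least 94.1-fold higher at 4 h and at least 78.5-fold at 6 h. Il6 was at least 508-fold higher at 2 h (log2 fold change 8.99, standard error 0.19, adjusted p = 1.5e-12), at least 113-fold at 4 h and at least 54.0-fold at 6 h. Il1b was 213-fold higher at 2 h (log2 fold change 7.73, standard error 0.39, adjusted p = 1.4e-08), 241-fold at 4 h and 65.4-fold at 6 h, over PBS arrays at 14 to 17, 18 to 32 and 20 to 76, so that its fold at 2 h in particular is limited by the floor.
At the injection site, Cxcl1 was 3.51-fold higher at 2 h (adjusted p = 0.36), 15.9-fold at 4 h (adjusted p = 0.0012) and 30.3-fold at 6 h (adjusted p = 2.5e-04). Il6 was 3.23-fold higher at 2 h (adjusted p = 0.40), 54.3-fold at 4 h and 65.3-fold at 6 h, and its last 2 folds are limited by the floor of 14, since the PBS arrays read 16 to 23 at 4 h and 14 to 23 at 6 h. The PBS arrays of 2 h there read 874 and 331 for Cxcl1 and 396 and 91 for Il6. Il1b was 3.41-fold higher at 2 h (adjusted p = 0.40), 13.0-fold at 4 h (adjusted p = 0.039) and 7.60-fold at 6 h (adjusted p = 0.12). The folds of 2 h rest on 2 PBS arrays. Without PBS replicate 1 or 2 of 2 h they were 5.71 or 2.16 for Cxcl1, 6.73 or 1.55 for Il6 and 7.14 or 1.63 for Il1b, and for Il1b 6.23 or 2.10 without QS-21 replicate 1 or 3 of 2 h. The fold of Il1b at 6 h was 4.75 without PBS replicate 2 of 6 h. The call of Il1b at 4 h was lost without any 1 of 8 of the 16 muscle arrays: QS-21 replicate 2 of 2 h, QS-21 replicates 1 and 3 and PBS replicates 1 and 2 of 4 h, and QS-21 replicates 1 and 3 and PBS replicate 3 of 6 h. The folds were 14.7 and 11.6 without the 4 h QS-21 replicates 1 and 3, 9.24 and 12.4 without the 4 h PBS replicates 1 and 2, and 13.0 without each of the other 4.
Among the 50 genes with the largest folds in the DLN at any time, the median fold was 15.8 at 2 h, 20.7 at 4 h and 16.7 at 6 h, and 18, 23 and 9 of them had their largest fold at these times. Among the 50 of the injection site the medians were 1.44, 4.63 and 5.56, and 0, 17 and 33 had their largest fold at these times. The 2 sets share 21 genes. All tests were limma's.

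**Figure D1:**
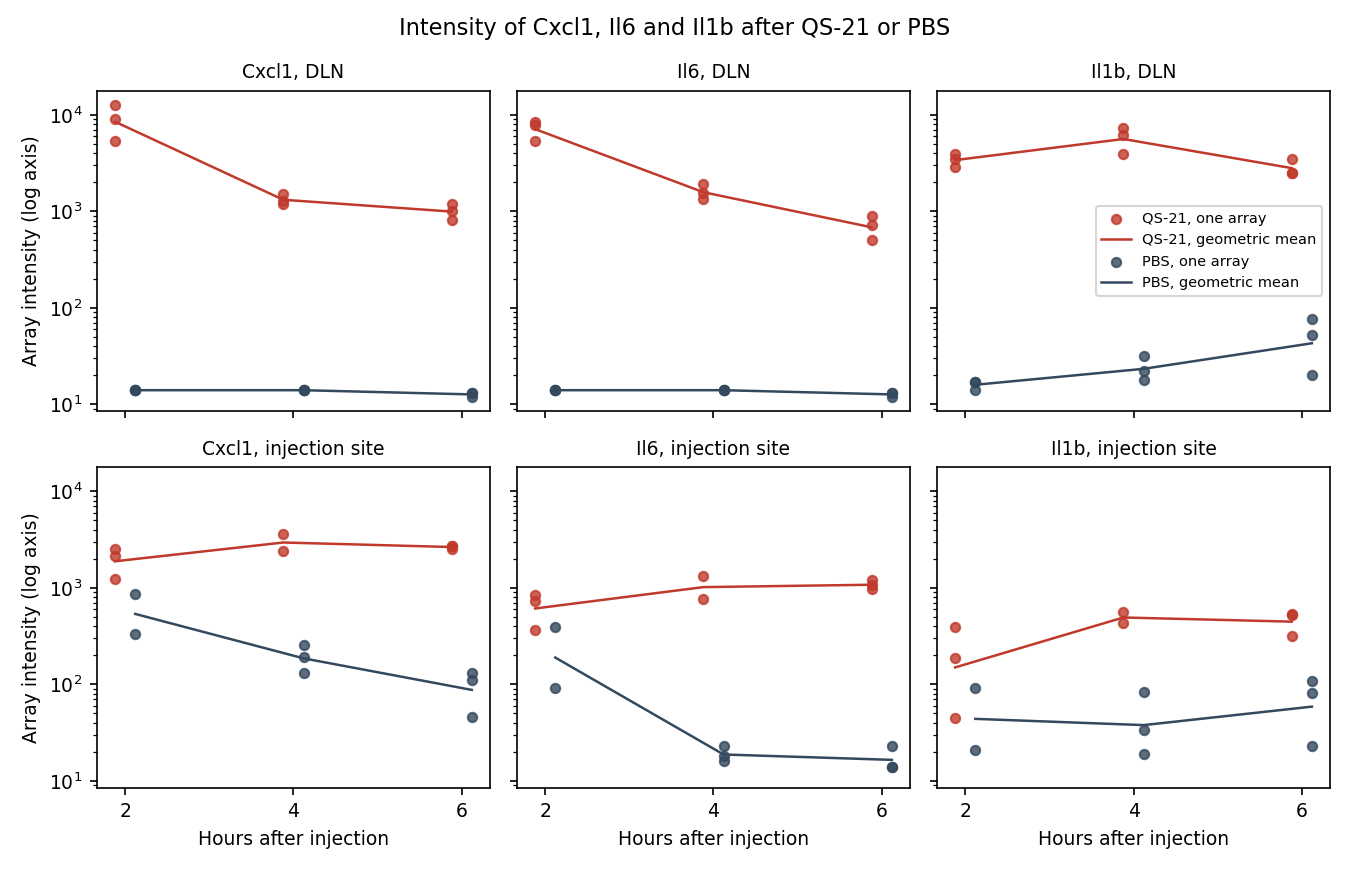
Array intensity (log axis) of Cxcl1, Il6 and Il1b against hours after injection, in the DLN (top) and at the injection site (bottom). Each point is 1 array and lines join the geometric means, and in the DLN the QS-21 arrays of Cxcl1 at 2 h lie at 5317 to 12628 against 14 on PBS arrays.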

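The difference between the tissues was itself tested, as the log2 fold change in the DLN minus that at the injection site. Where all DLN PBS arrays of a gene lay at the floor and those of the injection site well above it, the difference is a lower bound, written "at least", and its p-value is that of the bound. At 2 h the induction of Cxcl1 was larger in the DLN by at least 7.43 on the log2 scale (adjusted p = 1.9e-09), that of Il6 by at least 7.30 (adjusted p = 2.7e-09) and that of Fos, an immediate early transcription factor, by 5.83 (standard error 0.41, adjusted p = 1.1e-09). Without PBS replicate 1 or 2 of the muscle at 2 h the bounds were 6.73 or 8.13 for Cxcl1 and 6.24 or 8.36 for Il6. The difference of the chemokine gene Ccl4 was at least 5.69 at 6 h. For Acod1 the measured difference was 6.48 at 6 h and 5.71 at 4 h. Neither is given as a bound, because the PBS arrays of the injection site read only 31 to 32 and 21 to 22. The floor there was 14. The difference for Cxcl1 was at least 2.57 at 4 h (adjusted p = 0.0013) and at least 1.38 at 6 h (adjusted p = 0.091). For Il6 at 4 and 6 h the PBS arrays of both tissues lay at or near the floor, so that neither size nor sign of the difference can be given. For Il1b it was 4.21 at 4 h and 3.10 at 6 h (adjusted p = 0.0042 and 0.034). The call of Il1b at 6 h was lost without any 1 of 7 arrays of that time. The difference was then 3.18, 2.95 or 3.19 without DLN QS-21 replicate 1, 2 or 3, 2.55 without DLN PBS replicate 2, 2.85 without muscle QS-21 replicate 3, and 2.67 or 2.86 without muscle PBS replicate 1 or 3. It was 3.78, with the call kept, without muscle PBS replicate 2. That of Cxcl1 at 4 h was lost with values under 64 raised to 64.
Of the 74 genes over 10-fold higher in either tissue, 49 responded more strongly in the DLN at 2 h, 49 at 4 h and 37 at 6 h. The response was stronger at the injection site for 0 at 2 h, for Icam1 and the chemokine gene Ccl7 at 4 h, and for Icam1, Junb, Saa3 and Gm13889 at 6 h (Gm13889 is named because its value was seen). Most of the 74 had been selected for their fold in the DLN, and folds of genes at the floor entered at their measured values. Of the 285 genes over 3-fold higher in either tissue, 123, 149 and 123 responded more strongly in the DLN at the 3 times and 1, 22 and 26 at the injection site. Of these 285, 252 had been selected in the DLN. Over the 86 selected at the injection site, the log2 fold at 4 h did not clearly differ (DLN minus injection site, median 0.05, 95% bootstrap interval over genes -0.39 to 0.41). This median was taken at 4 h only. For the 13 genes over 10-fold higher at the injection site, the median fold at 2 h was 18.6 in the DLN and 2.61 at the injection site. It was 16.9 and 11.2 at 4 h, and 11.6 and 11.9 at 6 h. Over all genes, lower ones included, the response had the larger value in the DLN for 251, 723 and 476 genes at the 3 times and at the injection site for 269, 1370 and 921.
The 2 h response was also set against the 6 h response within each tissue. Of 252 genes over 3-fold higher in the DLN at any time, 55 responded more strongly at 2 h than at 6 h and 67 more strongly at 6 h. Fos (4.56 on the log2 scale) and the growth factor gene Bmp2 (at least 3.95, with its QS-21 arrays of 6 h at the floor) had larger changes at 2 h. Chil3, a chitinase-like protein of myeloid cells, had a larger change at 6 h (difference of -4.55, and -3.86 or -5.26 without PBS replicate 2 or 3 of 6 h). Of 86 genes over 3-fold higher at the injection site at any time, 0 responded more strongly at 2 h with limma (3 at an unadjusted p under 0.05) and 15 more strongly at 6 h. Leaving out 1 muscle array moved this count of 15 to 7 or 4 (QS-21 replicate 2 or 3 of 2 h), 4 or 8 (PBS replicate 1 or 2 of 2 h), 8 or 5 (PBS replicate 1 or 2 of 4 h), 3 or 4 (QS-21 replicate 1 or 3 of 6 h), and 8 or 25 (PBS replicate 2 or 3 of 6 h). Because the values of each time were on their own scale, only folds within a time enter these contrasts. From the folds of the top upregulated genes over time, the paper concludes that gene expression was induced faster and to a greater magnitude in the DLN than at the injection site.

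**Figure D2:**
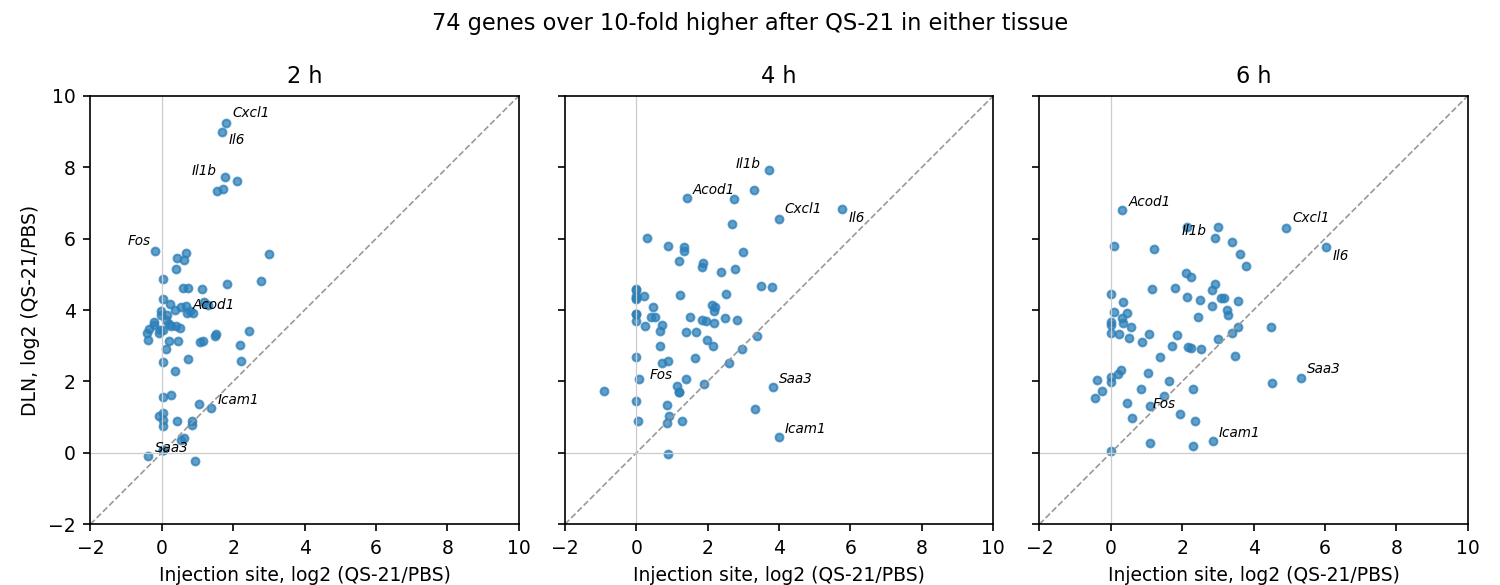
Log2 ratio of QS-21 to PBS in the DLN (vertical axis) against that at the injection site (horizontal axis) at 2, 4 and 6 h, for the 74 genes over 10-fold higher in either tissue. Each point is 1 gene, the dashed line marks equal values, and Cxcl1 at 2 h lies at 9.24 in the DLN and 1.81 at the injection site.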

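In the DLN, the chemokine and the cytokine list rose at each time by limma's camera at its preset correlation, and the list of TLR and NOD-like receptor signalling at 4 h. With an estimated correlation the adjusted p stayed under 0.05 for chemokines at 6 h and for cytokines at 4 and 6 h, and not for chemokines at 2 and 4 h (0.071 and 0.069), cytokines at 2 h (0.11) or TLR and NOD-like receptor signalling at 4 h (0.10). At 2 h 18 of 29 chemokine and 20 of 26 cytokine genes did not pass limma's test, and the list medians on the log2 scale were 0.076 and 0.066. Of 29 chemokine genes measured, 10 were higher and 1 was lower with QS-21 at 2 h, 13 and 4 at 4 h, and 15 and 4 at 6 h (11 and 2, 14 and 5, and 16 and 4 when adjusted over the list alone). Ccl3, which attracts monocytes, was 64.4-fold higher at 4 h, Cxcl5, which attracts neutrophils, at least 35.4-fold at 4 h, and Cxcl10, which attracts T cells, 17.4-fold at 6 h. Ccl12, another monocyte chemokine, fell by 1.84 on the log2 scale at 4 h. Against all other genes, camera gave this list adjusted p = 5.5e-05 at 2 h, 1.0e-04 at 4 h and 9.8e-08 at 6 h. The adjusted p with an estimated correlation was 0.071, 0.069 and 0.022.
Of 26 cytokine and growth factor genes, 5 were higher and 1 lower at 2 h and 12 higher and 2 lower at both 4 and 6 h, with the same counts when adjusted over the list alone. Csf3, the growth factor of neutrophils, was at least 35.2-fold higher at 2 h, and Il12b, a subunit of IL-12, 12.8-fold higher at 4 h. Ifng, the gene of interferon-gamma, had log2 fold changes of 2.67 at 4 h and 3.10 at 6 h. The adjusted p of camera was 8.1e-05, 2.1e-07 and 5.9e-08, and 0.11, 0.044 and 0.025 with an estimated correlation.
Of 16 genes of the IL-1 family and the inflammasome, 6, 10 and 10 were higher and 2, 3 and 3 lower at the 3 times (9, 10 and 10 higher and 4, 4 and 4 lower when adjusted over the list alone). Il1r2, a decoy receptor for IL-1, was 21.7-fold higher at 4 h. Nlrp3, the inflammasome sensor, was 2.62-fold higher at 2 h, 3.85-fold at 4 h and 3.51-fold at 6 h, and its call at 2 h was lost with values under 64 raised to 64. Il18 fell by 1.63 at 4 h and 1.96 at 6 h on the log2 scale, and Casp1, the protease that processes IL-1β and IL-18, did not pass (log2 fold change -0.55 at 2 h, adjusted p = 0.074). The list had an adjusted p of 0.033, 4.0e-04 and 6.7e-05 by camera, and 0.41, 0.10 and 0.067 with an estimated correlation.
Of 18 genes of TLR and NOD-like receptor signalling, 4, 7 and 4 were higher and 1, 2 and 1 lower at the 3 times, also when adjusted over the list alone. Cd14, a co-receptor of TLR4, was 8.69-fold higher at 2 h, 37.2-fold at 4 h and 19.4-fold at 6 h. Tlr2 rose by 2.17 and Tlr4 by 0.86 on the log2 scale at 4 h, and Lbp, which hands lipopolysaccharide to CD14, fell by 1.87 on the log2 scale. Camera gave this list adjusted p = 0.41, 0.0051 and 0.051, and 0.64, 0.10 and 0.22 with an estimated correlation. Of 17 feedback and target genes of NF-κB, 12, 13 and 9 were higher and none was lower (13, 13 and 11 higher when adjusted over the list alone). Nfkbiz, an IκB-like regulator, was 7.82-fold higher at 2 h and Tnfaip2, a TNF-induced gene, 9.66-fold at 4 h, and this list kept an adjusted p of 0.0025, 0.0061 and 0.022 with an estimated correlation.
Over-representation among the genes over 3-fold higher was tested with a one-sided Fisher's exact test over 30 lists, with the 12394 genes as background. Chemokines supplied 9, 9 and 12 such genes (adjusted p = 8.8e-11, 2.5e-09 and 3.1e-14) and cytokines 5, 8 and 9 (adjusted p = 2.5e-05, 1.6e-08 and 1.5e-10). TLR and NOD-like receptor signalling supplied 1, 3 and 2 (adjusted p = 0.29, 0.0053 and 0.042).

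**Figure D3:**
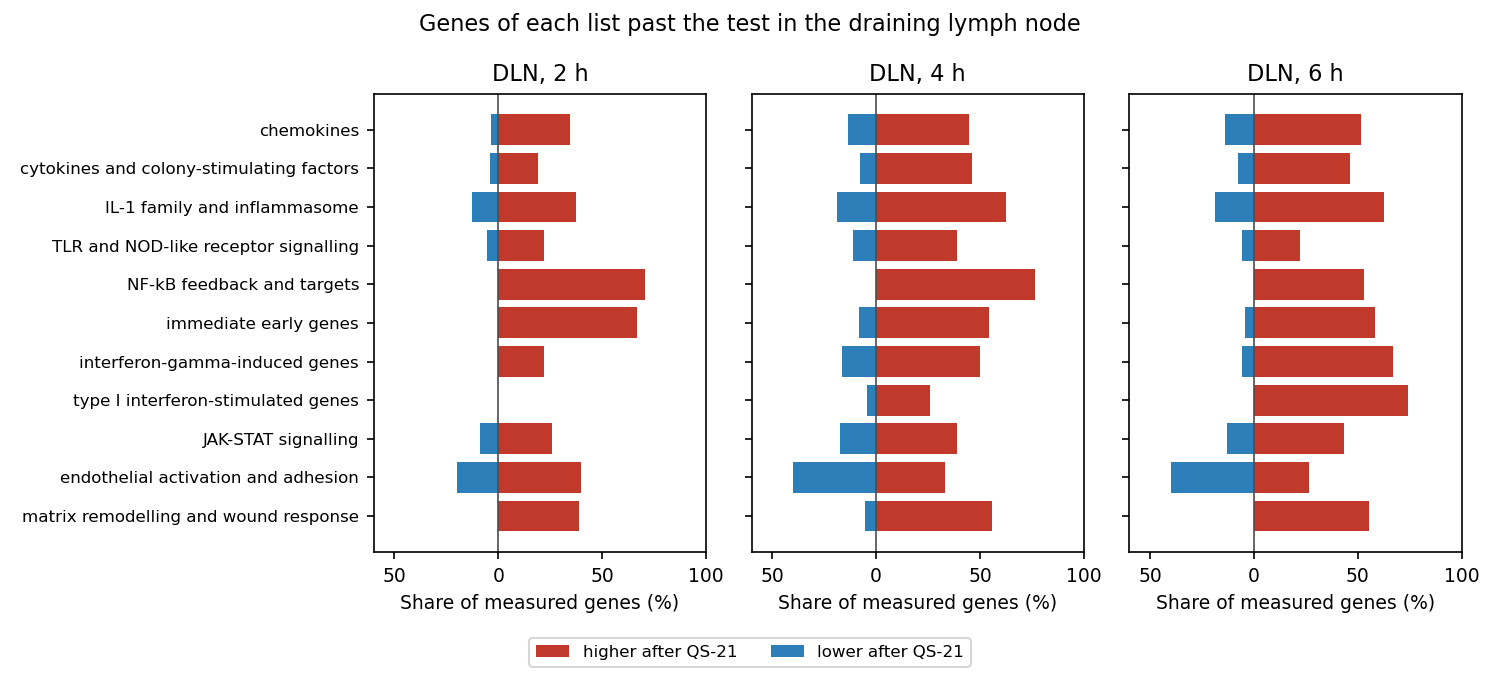
Share of the measured genes of 11 lists that passed limma's test as higher (right of 0) or lower (left of 0) after QS-21 in the DLN at 2, 4 and 6 h, in percent. Of the 17 NF-κB genes, 12, 13 and 9 lie on the right at the 3 times and none on the left.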

Analysis of overrepresented immune signalling pathways in the DLN using the InnateDB web resource^20^ shows that QS-21 induced innate immune activation, with the top pathways involving cytokine, chemokine, TLR or NLR signalling (Fig. 2F).

### QS-21 is drained to the lymph node where it colocalises with CD11b^+^ CD169^+^ resident macrophages

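In the DLN at 2 h, 123 genes were over 3-fold higher with QS-21 than with PBS and 44 were over 3-fold lower, at an adjusted p under 0.05 from limma. Of the 123, 93 were also over 3-fold higher at 4 h, 80 at 6 h and 76 at all 3 times. The highest measured folds after those of Cxcl1, Il6 and Il1b were those of Ccl2, a chemokine for monocytes (194-fold, log2 fold change 7.60, standard error 0.43, adjusted p = 4.3e-08), Ptgs2, the inducible cyclooxygenase (at least 168.6-fold), and Cxcl2, a chemokine for neutrophils (at least 160.3-fold). The folds of Ptgs2 and Cxcl2 are lower bounds, so that their place relative to Il1b and Ccl2 is not settled. Of 24 immediate early genes, 16 were higher and none was lower, also when adjusted over the list alone, and 12 were over 3-fold higher (camera, adjusted p = 6.7e-19, and 0.0013 with an estimated correlation). Fos was 50.1-fold higher (standard error 0.32 on the log2 scale), Egr1 14.4-fold and Nr4a2 at least 15.6-fold. Ier3, an early NF-κB target, was 44.4-fold higher. At 4 h 13 immediate early genes were higher and 2 lower (14 and 2 when adjusted over the list alone, adjusted p = 0.051 with an estimated correlation), and at 6 h 14 and 1, with the same counts over the list alone.
Of 18 genes of matrix remodelling and wound response, 7 were higher and none lower at 2 h (7 when adjusted over the list alone). Adamts1, a secreted metalloproteinase, was 48.4-fold higher and Thbs1, a matrix glycoprotein, 23.9-fold. At 4 h 10 were higher and 1 lower, and at 6 h 10 and 0 (12 and 1, and 11 and 0, when adjusted over the list alone), and the adjusted p was 0.0051, 0.0054 and 0.0039 with an estimated correlation. Of 15 endothelial genes, 6 were higher and 3 lower at 2 h (6 and 5 when adjusted over the list alone, camera adjusted p = 0.30). Selp was at least 9.63-fold higher, Sele, the E-selectin, at least 5.38-fold (a call lost with values under 64 raised to 64) and Procr, the receptor of protein C, 8.85-fold, while Kdr, the receptor of VEGF, fell by 1.84 on the log2 scale. Of 15 heat shock protein genes, 6 were higher and 1 lower at 2 h (7 and 1 when adjusted over the list alone, camera adjusted p = 0.052). Hspa1b was 15.1-fold higher. Heat shock genes numbered 8 higher and 1 lower at 4 h and 10 and 0 at 6 h (9 and 1, and 10 and 1, when adjusted over the list alone), with adjusted p of 0.10 and 0.035 with an estimated correlation. Of 10 glucocorticoid-induced genes, 4 were higher at 2 h, among them the metallothioneins Mt2 (7.56-fold) and Mt1 (5.00-fold). This list had 5 higher and 1 lower over the list alone and an adjusted p of 0.039 by camera and 0.50 with an estimated correlation.
The largest falls at 2 h were those of Cd209b, a C-type lectin of sinus and marginal zone macrophages (18.6-fold lower, log2 fold change -4.22, standard error 0.69, adjusted p = 0.0012), the chemokine gene Ccl8 (16.9-fold lower), Cbr2, a carbonyl reductase (14.3-fold lower), Folr2, a folate receptor of macrophages (14.3-fold lower), and Cd5l, a secreted macrophage protein (10.3-fold lower, adjusted p = 0.022). The calls of Ccl8 and Cd5l were lost with the spread of the compared groups alone. The log2 fold changes were -4.87 and -3.41 for Cd209b, and -4.81 and -3.25 for Ccl8, without QS-21 replicates 1 and 3 of 2 h, and for Cd5l -4.02 without QS-21 replicate 1 and -4.00 without PBS replicate 2. The call of Cd5l was also lost without QS-21 replicate 2 (log2 fold change -2.80) or 3 (-3.27) and without PBS replicate 1 (-3.19) or 3 (-2.90) of 2 h. PBS replicate 1 of the DLN at 2 h also read 2822 for the skeletal muscle actin gene Acta1 and 589 for the muscle creatine kinase gene Ckm, against 139 and 14 for Acta1 and 14 for Ckm on the other PBS arrays of that time. Of 23 skeletal muscle genes, none was higher or lower at 2 h by limma, and their median log2 fold change was -0.90 (camera adjusted p = 0.0044, adjusted p = 0.54 with an estimated correlation). With values under 64 raised to 64, chosen after the data were seen, 29 genes were over 3-fold lower at 2 h.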

The microarray data (Fig. 2C–E) identified a rapid innate activation signature in the DLN. Consistently with this finding, recent results have shown that fluorescently labelled QS-21 incorporated in AS01 is rapidly drained to the subcapsular region of the lymph node^6^. Using a similar experimental setting, the cells targeted by QS-21 *in vivo* were further analysed by confocal microscopy. The draining (iliac) lymph nodes were recovered 30 min and 3 h following injection and visualised by confocal microscopy. Bodipy-labelled QS-21 accumulated in the subcapsular sinus (SCS) as early as 30 min following injection (Fig. 3A) and colocalised at both time points with CD11b^+^ CD169^+^ cells, which are macrophages known for their ability to capture lymph-borne particles^21^. As previously demonstrated in the context of lymph-borne infections^22^,^23^, immunisation with QS-21 led to a rapid loss of lymph node macrophages, the CD11b^+^ CD169^+^ F4/80^−^ SCS subpopulation being more affected than CD11b^+^ CD169^+^ F4/80^+^ medullary sinus macrophages (Fig. 3B,C).

### Lymph Node Resident macrophages are critical for innate and effector responses to antigens adjuvanted with QS-21

LN-resident macrophages have been shown to initiate the response to and limit the dissemination of various pathogens and particles^24^,^25^,^26^. To determine the role of resident macrophages in the response to QS-21, these cells were depleted by i.m. injection of clodronate-containing liposomes (CL)^27^ 6 days prior to the first immunisation. Mice were immunised following the protocol described in Fig. 1A. Six days post CL injection, depletion was limited to CD169^+^ macrophages of the DLN, with no significant effect on other innate cell populations (Supplementary Fig. S2). Macrophage depletion resulted in the abrogation of monocyte, neutrophil and dendritic cell recruitment to the DLN 24 h post-immunisation (Fig. 4A). Clodronate treatment suppressed QS-21-induced upregulation of CD80 and CD86 by dendritic cells (DCs), indicating that macrophages are required for their phenotypic maturation (Fig. 4B). The adaptive response was also affected by CL-treatment, as depletion of LN-macrophages led to a strong decrease in the frequency of HBs-specific CD4 (Fig. 4C) and HBs- and OVA-specific CD8 (Fig. 4E) T cells. Polyfunctional T cells (i.e. cells simultaneously producing a combination of effector cytokines) can be crucial determinants for the efficacy of vaccines^28^. CD4 T-cell polyfunctionality was quantified following a previously described index^29^. Remaining CD4 T cells from CL-treated animals showed decreased polyfunctionality when compared to controls (Fig. 4D). Finally, the HBs-specific IgG1, IgG2c and total IgG titres were strongly decreased after CL-mediated macrophage depletion, with little effect on the antibody responses induced by alum-adjuvanted antigens, indicating that the effects of macrophage depletion are most likely specific to QS-21 (Fig. 4F).

### Batf3-dependent dendritic cells regulate QS-21-mediated CD4 and CD8 T-cell responses

Although SCS macrophages may directly present peptide antigens to effector T cells^30^, other antigen-presenting cells could be involved in direct antigen presentation. Dendritic cells are the most potent inducers of T-cell proliferation, and their recruitment and activation were decreased following CD169^+^ macrophage depletion. In order to determine the potential involvement of specific DC subsets in QS-21-induced Ag-specific T-cell responses, mice lacking expression of BATF3 were immunised as in Fig. 1A. This model was favoured, as classical DC depletion models can also deplete macrophage subpopulations that express CD11c^31^. *Batf3*^−/−^ mice display severe defects in the development of CD8α^+^ and CD103^+^ dendritic cells^32^,^33^, subsets that mediate antigen cross-presentation. No CD103^+^ dendritic cells were detectable in the DLN of BATF3-deficient mice, whereas CD169^+^ cell numbers in the DLN were comparable to WT mice (Supplementary Fig. S3). Upon immunisation, the frequency and polyfunctionality of HBs-specific CD4 T-cells responses were significantly reduced in BATF3-deficient animals (Fig. 5A,B) while both OVA- and HBS-specific CD8 T-cell responses were completely abolished (Fig. 5C). However, the altered CD4 T-cell responses did not translate into differences in antibody levels, with increased IgG1 and normal IgG2 titres in *Batf3*^−/−^ mice (Fig. 5D).

### Inflammasome activation and Caspase 1/11-dependency of the innate and effector responses to QS-21

Next, we sought to determine the early innate signalling pathways that are triggered locally by QS-21. Several QuilA derivatives were previously shown to activate the inflammasome^16^,^17^,^18^. To assess the capacity of QS-21 to activate the canonical inflammasome pathway, bone marrow-derived dendritic cells from wild-type mice or mice invalidated for NALP3 or Caspase-1 were either directly stimulated with MPL, alum or QS-21 or primed with MPL followed by stimulation with alum or QS-21. In this model, priming is required for optimal inflammasome activation and secretion of IL-1β^34^. Figure 6A shows that IL-1β levels induced by QS-21 were similar to alum, and dependent on Caspase-1 and NALP3, indicating classical inflammasome activation. Moreover, QS-21 injection in the gastrocnemius muscle led to detectable caspase-1 activation and IL-1β processing in the DLN 1 h post-injection, as shown by the detection of the p10 and p17 subunits of caspase-1 and IL-1β, respectively (Fig. 6B).

We then examined the influence of Caspase-1/11 deficiency on the adjuvant effect of QS-21 following the protocol described in Fig. 1A. Twenty four hours post-immunisation using QS-21, monocyte and neutrophil recruitment to the draining lymph node was significantly reduced, while dendritic cell numbers were not decreased (Fig. 6C). Seven days after the second immunisation, *ex vivo* restimulation of spleen cells with antigenic peptides showed no significant decrease in cytokine production by HBs-specific CD4 T cells (Fig. 6D). However, the quality of the response was altered as CD4 T-cell polyfunctionality was reduced in Caspase-1/11 deficient animals (Fig. 6E). Similarly, the frequencies of cytokine-producing HBs-specific CD8 T cells and of circulating OVA-specific CD8 T cells were significantly reduced (Fig. 6F). However, despite these effects on effector and innate responses, HBs-specific IgG2c and IgG1 titres elicited by QS-21 formulation in caspase-1/11 knockout mice were comparable to their wild-type counterparts (Fig. 6G). These observations indicate that Caspase-1 is involved in QS-21-induced innate cell recruitment and both CD4 and CD8 T-cell responses but not antibody responses.

### MyD88-mediated signalling events are required for optimal responses to QS-21

Caspase-1 activation can lead to the release of IL-1β and IL-18 which signal via their respective receptors, IL-1R and IL-18R. Since MyD88 is a critical adaptor for the signalling downstream of these receptors and of Toll-Like Receptors (TLRs), we evaluated the role of MyD88 in the adjuvant effect of QS-21. WT or MyD88-invalidated mice were immunised according to the protocol described in Fig. 1A. In contrast to the results obtained in Caspase-1-KO animals, MyD88 was dispensable for monocyte recruitment to the DLN. However, neutrophil and dendritic cell recruitment were largely MyD88-dependent (Fig. 7A). The frequency of QS-21-adjuvanted HBs/OVA vaccine-induced cytokine-producing Ag-specific CD4 and CD8 T cells was significantly reduced in MyD88 knock-out mice, as were both the polyfunctionality of CD4 T cells and the proportion of circulating Ag-specific CD8 T cells (Fig. 7B–D). Furthermore, in contrast to the results from Caspase-1/11-deficient mice, HBs-specific IgG2c and IgG1 titres were consistently reduced in MyD88 KO mice (Fig. 7E).

### QS-21-mediated HMGB1 release in the DLN is required for optimal CD4 T-cell responses

Since the adaptive responses induced *in vivo* by QS-21 were found to be decreased in caspase1/11- and MyD88-deficient animals, we hypothesised that IL-1 and/or IL-18 signalling events may be involved. We therefore evaluated Ag-specific immune responses elicited upon immunisation of IL-18 and IL-1R-deficient mice. There was no decrease in Ag-specific CD4 or CD8 T-cell responses in either group (Supplementary Fig. S4). Although T-cell responses were maintained, we observed some minor but significant reductions in HBs-specific IgG titres (Supplementary Fig. S5). These results indicate that other mediators contributed to the adjuvanticity of QS-21. Caspase-1 activation is known to trigger pyroptosis and the release of Damage-Associated Molecular patterns (DAMPs). Among these mediators, high-mobility group protein B1 (HMGB1) activates innate response in a MyD88-dependent manner through TLR4 and RAGE^35^. To determine whether QS-21 immunisation leads to HMGB1 release *in vivo*, mice were injected i.m. with QS-21 and the DLNs were recovered after 6 h. The whole lymph nodes were then cultured for 24 h in complete medium and HMGB1 was quantified in the supernatants by ELISA. Figure 8A shows that injection of the QS-21 adjuvant significantly increased HMGB1 release at the time point studied. To investigate the role of this molecule in the adjuvant effect of QS-21, the interaction between HMGB1 and MD-2 (myeloid differentiation factor 2, the TLR4 co-receptor) was inhibited with a specific tetrameric peptide (FSSE-NH_2_)^36^. Mice treated with the HMGB1-inhibitory peptide (FSSE-NH_2_) as in Fig. 8B presented significantly decreased frequency of HBs-specific cytokine-producing CD4 and CD8 T cells (Fig. 8C and E) but no detectable effect on polyfunctionality, OVA-specific CD8 cells or anti-HBs antibody production when compared to the group injected with a scrambled control peptide (SFSE-NH_2_) (Fig. 8D–F). These data indicate that HMGB1-TLR4 signalling partially contributes to the induction of Ag-specific CD4 and CD8 T-cell responses elicited by QS-21 formulation.

## Discussion

Here, we have defined cellular and molecular mechanisms involved in the adjuvant effect of QS-21 when incorporated into cholesterol-containing liposomes. We found that lymph node resident CD169^+^ macrophages act as the key target cells of QS-21 and control its adjuvant effect. Depletion of these cells with clodronate-containing liposomes greatly diminished QS-21-mediated innate cell recruitment and immune responses to co-administered antigens, demonstrating a previously unappreciated role for these macrophages in response to adjuvants. However, CD169^+^ macrophages were not sufficient to drive T-cell responses, as the absence of BATF3-dependent dendritic cells also diminished these responses. We further show that activation of the Caspase-1/MyD88 pathway in the DLN was crucial for the adjuvant effect of QS-21, at least in part through the release of HMGB1.

Subcapsular sinus macrophages rapidly capture lymph-borne particles such as viruses or bacteria, limiting the spread of pathogens to the afferent lymph and the blood^24^,^26^. These cells can also present antigens to B cells and produce cytokines that induce a rapid local innate immune response^25^,^26^. Data shown here and previously published by our group^6^ have revealed that unlike co-administered labelled antigens fluorescent QS-21 (formulated in AS01) primarily colocalised with SCS macrophages shortly after injection, suggesting that liposome-containing QS-21 is specifically retained by those cells. This is in agreement with previously published data showing that SCS macrophages acquire particulate matter while soluble antigens can freely flow into the lymphoid follicle^24^,^25^,^26^,^37^. The loss of CD169^+^ macrophages upon QS-21 injection is reminiscent of the effect of lymph-borne pathogens on these cells. Inflammasome activation in these cells leading to pyroptotic cell death also initiates local innate immune cell recruitment and subsequent adaptive immunity^23^.

Along this line, our data show that clodronate liposome-mediated depletion of LN-resident macrophages inhibited recruitment of monocytes, neutrophils and DCs to the draining lymph node, possibly through modification of the high endothelial venule function^38^. This would indicate that macrophages were the main cells targeted by QS-21 within the first hours post-injection. These observations mirror those of Kastenmüller and colleagues who revealed that SCS macrophages orchestrate the response to pathogens by inducing an IL-18-dependent IFN-γ response in various innate effector cells^26^. In our system, LN-resident macrophage depletion greatly reduced Ag-specific CD4, CD8 and humoral responses to antigens adjuvanted with QS-21 but not with alum, highlighting the difference between liposomal formulations and other adjuvants. CD169^+^ macrophages can play different roles in the regulation of adaptive immune responses. Lymph node SCS macrophages can transfer particulate antigens directly to B lymphocytes, which then migrate to the T cell zone^24^,^25^. CD169^+^ macrophages can also directly cross-present antigens to CD8 T cells in a dendritic cell-independent manner^30^. These observations rely on the fact that CD169^+^ macrophages can capture antigens, retain them and present them to either T cells or B cells. This does not seem to be the mechanism observed with QS-21 for several reasons. First, as previously noted, while QS-21 was retained in the SCS, a co-formulated antigen was rapidly drained to the medulla^6^. Second, mice lacking the CD8α^+^ and CD103^+^ dendritic cell subsets but not CD169^+^ macrophages do not mount CD8 T-cell responses following immunisation with a QS-21-adjuvanted vaccine and exhibit decreased CD4 T-cell responses. Dendritic cells are therefore responsible for the activation of antigen-specific T cells, as previously shown for AS01^6^. Furthermore, preliminary work using an *ex-vivo* presentation assay (as described in Didierlaurent *et al*.) showed that, indeed, resident DCs and monocyte-derived DCs were able to present antigens to T cells after immunisation with a QS21-adjuvanted vaccine. Macrophages are therefore the QS-21-target cells and most likely trigger the early inflammatory response responsible for APC recruitment and activation, and subsequent antigen-specific T-cell priming. Nevertheless, these LN-resident macrophages were critical for the innate and adaptive responses to QS-21-adjuvanted vaccines.

Subcapsular sinus macrophages constitutively produce and store pro-IL-18 that can be released in an inflammasome-dependent manner after bacterial infection, which leads to IFN-γ production by innate lymphoid cells, and they are also able to produce IL-1β, which leads to neutrophil recruitment to the lymph node^26^. In addition, transient inflammasome activation in SCS macrophages also occurs following local viral infection^23^. This activation of the inflammasome leads to a rapid recruitment of innate cells and broadens the scope of T-cell responses^23^. We observed that QS-21 induced canonical NALP3-dependent IL-1β secretion *in vitro.* Additionally, QS-21 injection in the muscle led to detectable caspase-1 and IL-1β cleavage in the draining lymph node after 1 h, when QS-21 is detected in CD169^+^ macrophages. These observations suggest that transient inflammasome activation occurs rapidly in these cells following immunisation with QS-21.

ISCOMATRIX, an adjuvant containing several QuilA saponin fractions also induces inflammasome activation *in vivo* with subsequent IL-1β and IL-18 production, the latter being required for early innate responses^18^. We observed impaired monocyte and neutrophil recruitment to the DLN in Caspase-1/11 deficient mice. QS-21-mediated neutrophil recruitment was also abolished in mice lacking MyD88, but monocyte recruitment was not altered. Neutrophil recruitment was therefore dependent on Caspase-1 and possibly IL-1β/IL-18 signalling while monocyte recruitment seemed to be partially dependent on Caspase-1 but independent of MyD88. This finding is in agreement with previously published data with whole bacteria^39^,^40^. The role of the inflammasome pathway in adaptive cellular and humoral responses elicited by vaccine adjuvants is controversial. Some groups have exposed a role of NLRP3 in Ag-specific antibody production induced by alum, while others have seen no difference between WT and NLRP3-KO mice^41^. Furthermore, a recent report has shown that NLRP3-KO mice displayed increased Ag-specific cellular and humoral response upon immunisation with free QS-21^17^. The importance of the inflammasome pathway in adaptive responses is difficult to pinpoint, given that caspase-1 has multiple substrates that could have diverging effects on the activation and differentiation of lymphocytes^42^. Using QS-21 formulated in liposomes, we observed that caspase 1 and MyD88 pathways contribute to Ag-specific CD4^+^ and CD8^+^ T-cell responses. Our results indicate that this effect was probably mediated by the local release of HMGB1 rather than by IL-1 or IL-18. MyD88 deficiency led to a strong decrease in Ag-specific IgG1 and IgG2c antibody titres, probably reflecting decreased IL-1/18 and TLR signalling in B cells themselves^43^. However, absence of caspase-1 did not affect the action of QS-21 on Ag-specific antibody levels. This could be due to the opposing contribution of IL-1 and IL-18 to the quality of the humoral response. Indeed, lack of IL-1R resulted in reduced Ag-specific IgG1 titres while absence of IL-18 decreased IgG2c but enhanced IgG1 levels.

Taken together, our results show that QS-21 rapidly accumulates in CD169^+^ macrophages of the draining lymph node where it induces caspase-1 activation and HMGB1 release. These early events then orchestrate the recruitment of innate immune cells and activation of dendritic cells. DCs then presumably trigger MyD88-dependent activation of antigen-specific cellular and humoral responses. These observations demonstrate a novel and critical role of resident LN macrophages in the activity of a clinically approved vaccine adjuvant.

## Methods

### Vaccine formulations

QS-21 (*Quillaja saponaria* Molina, fraction 21; licensed by GSK from Antigenics LLC, a wholly owned subsidiary of Agenus Inc., a Delaware, USA corporation) and Hepatitis B surface (HBs) antigen were provided by GSK Vaccines. For the experiments, QS-21 was formulated in DOPC liposomes containing cholesterol at 100 μg/ml. The term “QS-21” used in the manuscript refers to QS-21 formulated in liposomes. Ovalbumin was obtained from Calbiochem and confirmed to be endotoxin-free. All formulations used in this study were made in GSK Vaccines laboratories.

### Mice

C57BL/6 mice were purchased from Harlan Horst. Caspase-1-deficient (Casp1 KO), Batf3-deficient and IL-18-deficient (IL-18 KO) mice on C57BL/6 background were obtained from The Jackson Laboratory. MyD88-deficient (MyD88 KO) and NLRP3-deficient mice on C57BL/6 background were obtained from Dr S. Akira and Dr J.P. Ting, respectively. IL-1 receptor-deficient mice (IL-1R KO mice) mice on C57BL/6 background were kindly provided by Dr B. Ryffel. These mice were housed and bred in our specific pathogen-free animal facility. All animal studies were approved by the Animal Welfare and Ethics Committee of the BIOPOLE ULB CHARLEROI. All experiments were conducted in accordance with the recommended guidelines and regulations.

### Mice immunisations

i.m. injections, containing 4 µg of HBs or 1 µg of OVA, both with 1 µg of formulated QS-21 were performed on 6-to 12-week-old female or male mice, in both hind limbs, in the gastrocnemius muscles and with a volume of 20 μl/muscle. For SCS macrophage depletion, clodronate or control liposomes (Encapsula NanoSciences) were injected 6 days prior to immunisation.

### HBs-specific antibody response

Anti-HBs Ab concentrations were measured by ELISA, using HBs protein as the coating antigen, goat anti-mouse IgG (GAM; SouthernBiotech or Jackson ImmunoResearch) was used as coating for the standard antibody. The HBs protein or the GAM IgG were pre-coated onto a 96-well ELISA plate at a final concentration of 1 μg/ml and 5 μg/ml, respectively, incubated overnight at 4 °C. After blocking, diluted serum samples and the IgG standard (SouthernBiotech) were incubated for 2 hours at RT. Plates were then incubated with Biotin-conjugated goat anti-mouse IgG (SouthernBiotech or Jackson ImmunoResearch) followed by horseradish peroxidase-conjugated streptavidin for 30 min. The plates were incubated in a solution of tetramethylbenzidine (TMB, Invitrogen). The reaction was stopped with 1 M hydrochloric acid. The plates were read at 450 nm on a microplate reader.

### Ag-specific T-cell response

2 × 10^6^ splenocytes from immunised mice were stimulated *in vitro* in a 96-well microplate with HBs or OVA peptide pools at 1 μg/ml. The HBs peptide pool consists of 15-mer peptides with 11 amino acid overlaps encompassing the whole protein. The OVA peptide pool consists of 17 15-mer peptides selected for H2-Kb epitope content. Anti-CD49d and anti-CD28 Abs at 1 μg/ml (BD Biosciences) were added to the culture, and the cells were incubated 2 h at 37 °C. Brefeldin A (1 μg/ml; BD Biosciences) was then added and cells were further cultured over-night at 37 °C. Cell suspensions were washed, resuspended in 50 μl of PBS with 2% FCS, 2 mM EDTA containing 2% Fc blocking reagent (1/50; 2.4G2; BD Biosciences) and stained with anti-CD4 pacific blue (clone RM 4.-5 BD Biosciences; 1/100 final dilution) and anti-CD8-PerCP (clone 53-6.7 BD Biosciences, 1/100 final dilution). Cells were permeabilised in 200 μl of Cytofix-Cytoperm (BD Biosciences), washed with 1 × Perm Wash solution (BD Biosciences) and resuspended with 50 μl 1x Perm Wash buffer containing anti-IFN-γ- APC (clone XMG1.2 BD Biosciences, 1/100), anti-IL-2-FITC (clone JES6-5H4 BD Biosciences, 1/1000) and anti-TNF-PE (clone MP6-XT22 BD Biosciences, 1/2000). Cells were fixed in 200 μl of 1x CellFix solution (BD biosciences) and samples were acquired on a BD LSRFortessa flow cytometer (BD Biosciences). Analyses were performed using FlowJo software. Polyfunctionality was assessed with Funky Cells Data miner as previously described^29^.

For OVA-specific CD8 T-cell responses, 50 μl of whole blood collected with anti-coagulant (heparin, Sanofi-Aventis) was incubated 10 min with 3 μl of PE-labelled MHCI SIINFEKL specific pentamer (ProImmune). Cells were stained with anti-CD4-FITC (clone H129.19 BD Biosciences), anti-CD19-FITC (clone eBio1D3 eBioscience) and anti-CD8-PerCp (clone 53-6.7 BD Biosciences), plus anti-CD127 PE-Cy7 (clone SB/199 BD Biosciences) and anti-KLRG1-APC (Clone 2F1 BD Biosciences) diluted in 50 μl (1/50 final dilution of all antibodies) of PBS 2% FCS-2 mM EDTA. Red cells were then lysed (BD FACS Lysing Solution), washed twice, fixed in 200 μl of 1x CellFix solution (BD biosciences) and acquired with a BD LSRFortessa flow cytometer (BD Biosciences). Analyses were performed using FlowJo software.

### Microarray analysis

Total RNA was isolated by homogenising pooled DLN in Tripure reagent (1 ml/100 mg tissue; Roche Applied Science) and then extracted with chloroform followed by RNeasy Minikit (Qiagen) according to the manufacturer’s protocol. A DNAse treatment was applied on the RNeasy column to avoid genomic DNA contamination. RNA was concentrated by ethanol precipitation, and quantified by RiboGreen (Life Technologies). 1 μg of each RNA sample was used for target preparation, using a one-cycle cDNA synthesis kit, and hybridised to GeneChip Whole Mouse Genome 430 2.0 arrays (Affymetrix). Data acquisition was performed using GeneChip Operating Software (Affymetrix) and data quality control and normalisation was performed with the R and Bioconductor stats packages. Fold changes (QS-21 vs PBS) were calculated for each organ at each time point. A heatmap of the top significantly upregulated genes (FC vs PBS >10, p-value <0.05) was generated with MeV software. The histograms of the top 50 upregulated genes were generated with Graphpad Prism software. Pathway over-representation of significantly upregulated genes (p-value < 0.05 and fold change >3) was performed with the InnateDB web resource using the hypergeometric algorithm and Benjamini-Hochberg correction for p-values^20^. The microarray data are available on the GEO repository with the accession number GSE90864

### SDS-PAGE and Western Blot

QS-21 was administered i.m. to mice in both hind legs and the iliac lymph nodes (ILN) were recovered at 1, 3 or 6 hours. The ILNs were rinsed twice in ice cold PBS and transferred into a pre-chilled glass homogenisation tube. 200 μl of RIPA buffer (PBS with 1% NP-40, 0.5% Na deoxycholate and 0.1% SDS) containing protease (cOmplete Mini Protease Inhibitor Cocktail Tablet, Roche) and phosphatase inhibitors (PhosSTOP, Roche) was transferred into the tube and the tissue was homogenised with a pestle. The homogenate was incubated on ice for 20 minutes and cleared by centrifugation at 12000 g for 20 minutes at 4 °C. Protein concentration was measured with the Micro BCA Protein Assay kit (Pierce) and 20 μg of protein was loaded onto a 12% Bis-Tris polyacrylamide gel. Gels were run in NuPAGE MOPS SDS Running Buffer (Invitrogen) at 150 V for 1 hour. Proteins were transferred onto a PVDF membrane (Amersham) for 1 h at 100 V, blocked in TBS-Tween containing 5% BSA and detected with anti-Caspase-1 p10 (Santa Cruz sc-515), anti- IL-1β (Cell Signaling #2021) and anti-Actin (Sigma) antibodies following manufacturer’s instructions.

### IL-1β ELISA

Bone marrow-derived dendritic cells from WT, Caspase-1 KO or NALP3 KO mice were differentiated as previously described^44^. The cells were stimulated with MPL (10 μg/ml – GSK), Alum (250 μg/ml), liposomal QS-21 (10 μg/ml) or a combination of MPL + Alum or MPL + QS-21 and IL-1β was detected in the supernatant by ELISA (R&D Systems) following manufacturer’s instructions.

### QS-21 labelling and immunofluorescence

QS-21-BODIPY (formulated in AS01) was produced as reported in ref. 6. Frozen cryostat sections of draining lymph nodes (DLN) (5 mm) from mice immunised with QS-21- BODIPY were fixed in acetone. Ab staining of DLN sections (CD11b, CD169 – clone MOMA-1- and B cells, biotinylated rat anti-mouse CD45R/B220; BD Biosciences) was performed in PBS/2% donkey serum, overnight at 4 °C, in conjunction with Dylight594-conjugated streptavidin (for CD45R/ B220). Tissue sections were examined with a confocal laser scanning microscope (Zeiss LSM 780 Meta). Minor brightness and contrast adjustments were made using Zeiss and/or other routine image-manipulation software and were applied uniformly to the whole image.

### Innate cell phenotyping in muscle and lymph node

Pooled tissues (gastrocnemius muscle or iliac lymph node [ILN]) from three immunised mice were treated by mechanical dissociation in 3 ml DMEM containing DNase I (100 mg/ml; Roche), 1% FCS and Liberase (Roche) at 0.1 U/ml (muscle), or 0.26 U/ml (ILN) for 30 min under agitation at 37 °C (muscle) or at room temperature (ILN). Liberase digestion was stopped by adding 10 mM EDTA and incubating on ice. Larger clumps of material were removed by passing the preparation through a 100 mM nylon cell strainer (BD Biosciences). The muscle preparation was enriched for hematopoietic cells by centrifugation on a Percoll gradient (Amersham-Pharmacia). Cells were washed twice and resuspended in PBS containing 2 mM EDTA and 2% FCS. After treatment with 2.4G2 Ab for 5 min to block the FcR, the cells were stained with the following anti-mouse Abs: anti–Ly6C-FITC, the PE- conjugated lineage identifiers (anti-SiglecF, anti-CD8a, anti-CD4, anti- CD19, and anti-NK1.1), anti–Ly6G-PerCP, anti–Ly6C-PerCP, anti–MHC class II (MHCII) (I-A/I-E)-Alexa700, anti–CD11b-PB, anti–CD11c-PECy7, anti-CD169 (clone MOMA-1) APC-Cy7–conjugated lineage identifiers (anti-CD3, anti-CD19, and anti-Ly6G), and anti–CD45-PO. All Abs were obtained from BD Biosciences, except the anti-CD169 that was from BMA Biomedicals. Fluorescent events were acquired using an LSR2 and analysed using FACSDiva software (BD Biosciences). Monocytes were defined as Ly6C high CD11b^+^ Ly6G- cells, and neutrophils were defined as SSC high CD11b^+^Ly6G/ Gr1^high^. After exclusion of neutrophil, monocyte and lymphocyte populations, DCs were gated as CD11c + MHCII+ from muscles or as CD11c mid MHCII high from ILNs.

### Statistical analyses

Statistical analyses were performed with GraphPad Prism software. Statistical significance was determined with Mann-Whitney non-parametric tests. p ≥ 0.05: not significant; p < 0.05 and ≥0.01: *p < 0.01 and ≥0.001: **p < 0.001 and ≥0.0001: ***p < 0.0001: ****.

## Additional Information

**How to cite this article**: Detienne, S. *et al*. Central Role of CD169^+^ Lymph Node Resident Macrophages in the Adjuvanticity of the QS-21 Component of AS01. *Sci. Rep.* **6**, 39475; doi: 10.1038/srep39475 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
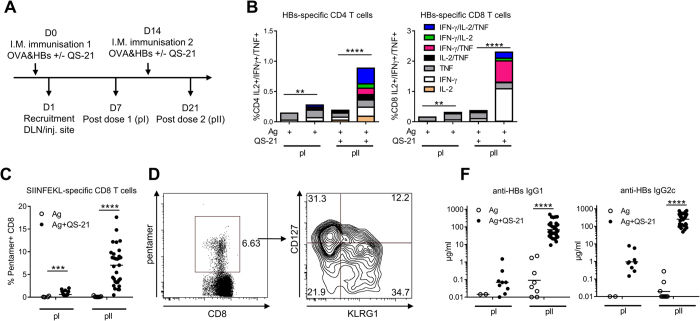
QS-21 is a potent adjuvant for the induction of cellular and humoral responses. (**A**) Experiment timeline. (**B**) Mice were immunised as in (**A**) and cytokine production and polyfunctionality of HBs-specific CD4 and CD8 T cells were assessed by flow cytometric cytokine intracellular staining at days 7 and 21. Data is represented as median of 6 (Ag alone groups) or 20 (Ag + QS-21 groups) animals. (**C**) Percentage of OVA-specific CD8 T cells quantified by H2Kb-SIINFEKL pentamer staining at days 7 and 21. (**D**) Expression of CD127 and KLRG1 on pentamer-positive CD8 T cells measured by flow cytometry. (**F**) Anti-HBs IgG1 and IgG2c titres measured by ELISA in the serum of mice immunised with antigens alone (Ag) or antigens formulated with QS-21 on days 7 and 21. Each point represents a single mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann Mann-Whitney test. The data is representative of at least 2 independent experiments.

**Figure 2:**
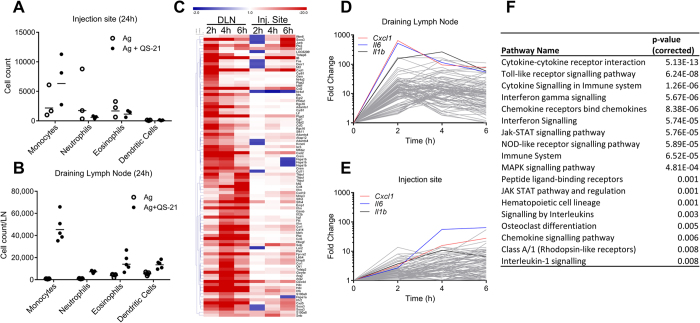
QS-21 induces rapid changes in gene expression in draining lymph node. (**A**,**B**) Monocyte (CD11b^+^ Ly6C^+^ Ly6G^−^), neutrophil (SSC^hi^ CD11b^+^ Ly6C^int^ Ly6G^+^), eosinophil (SSC^hi^ CD11b^+^ Ly6C^+^ Ly6G^−^ SiglecF^+^) and dendritic cell (CD11c^+^ MHCII^+^) recruitment was assessed by flow cytometry 24 h post immunisation in the muscle (**A**) and draining lymph node (**B**). Each point represents a pool of 2 (DLN) or 3 (muscle) mice and the horizontal bar is the geometric mean. (**C**) Heatmap representation of mRNA expression (Fold change over PBS) of the top upregulated genes (Fold Change over PBS >10 in either the injection site or draining lymph node) measured by microarray analysis. (**D**,**E**) Fold change over PBS of the top 50 upregulated genes at 2, 4 or 6 hours in the draining lymph node (**D**) or injection site (**E**). The top upregulated genes in the draining lymph node (*Cxcl1, il6, il1b*) are represented on each chart. (**F**) InnateDB analysis of pathway over-representation of significantly upregulated genes (p-value < 0.05 and fold change >3) using the hypergeometric algorithm and Benjamini Hochberg correction for p-values.

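Of the 12394 genes, ranked by measured fold over PBS in the DLN, Cxcl1 was 1st, Il6 2nd and Il1b 3rd at 2 h. At 4 h they ranked 6, 5 and 1, next by measured fold to Il1b stood Cxcl2, Acod1 and Clec4d, and at 6 h they ranked 4, 8 and 5, with Acod1 first. At the injection site Cxcl1, Il6 and Il1b ranked 11, 15 and 13 at 2 h, when none of the 3 passed limma's test. They ranked 3, 1 and 6 at 4 h and 3, 1 and 21 at 6 h, and the 5 largest folds also held those of Icam1, Saa3 and Selp at 4 h and of Saa3, Junb and Ptx3 at 6 h. The ranks count all genes, whether or not they passed the test. In the DLN a fold over a PBS group at the floor is a lower bound, which holds for Cxcl1 and Il6 at each time, and also for Acod1 at 4 and 6 h, so that the place of such genes among all others is not settled by the measured folds, and Il1b at 4 h cannot be placed above them.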

**Figure 3:**
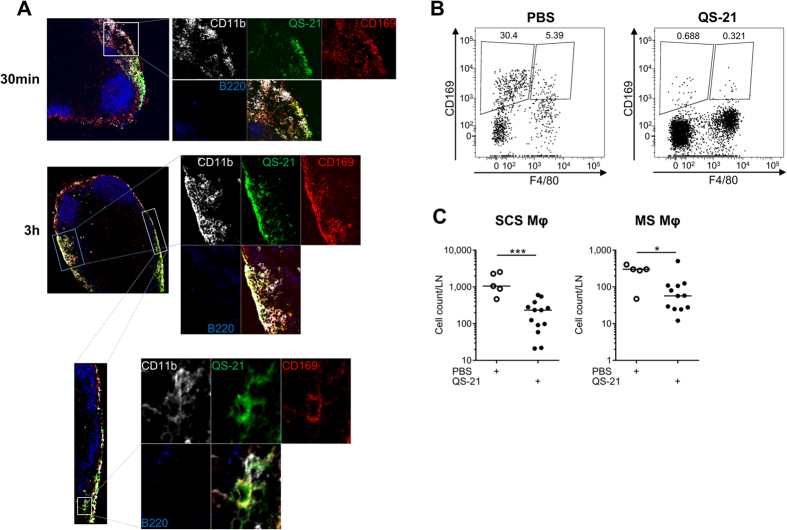
QS-21-bodipy rapidly accumulates in the draining lymph node where it colocalises with CD11b^+^ CD169^+^ macrophages of the subcapsular sinus. (**A**) Mice were injected i.m. with liposomes containing bodipy-labelled QS-21. The draining lymph nodes were recovered 30 min and 3 h post injection and stained with anti-CD11b, anti-CD169 and anti-B220 antibodies and analysed by confocal microscopy. (**B**) Flow cytometry analysis of subcapsular sinus (CD169^+^ F4/80^−^) and medullary sinus (CD169^+^ F4/80^+^) macrophages in mice 24 h following PBS or QS-21 injection. (**C**) Quantification of the loss of LN-resident macrophages detected by flow cytometry. Results from two independent experiments. Each point represents one mouse. Statistical significance was determined by a non-parametric Mann-Whitney test.

**Figure 4:**
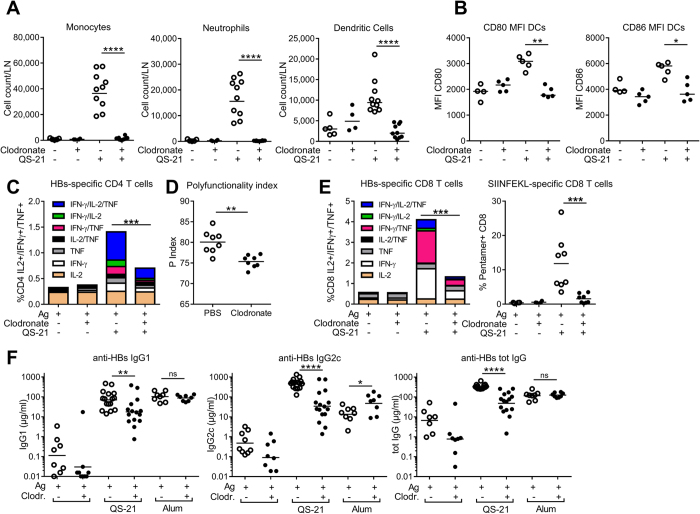
Clodronate-mediated depletion of CD169^+^ subcapsular sinus macrophages greatly reduces innate and effector responses induced by QS-21. (**A**) Monocyte, neutrophil and dendritic cell recruitment to the DLN measured by flow cytometry 24 h post QS-21 injection (Ag: n = 5, QS-21: n = 10). (**B**) Expression of the co-stimulatory molecules CD80 and CD86 on dendritic cells measured by flow cytometry 24 h post QS-21 injection (Ag: n = 4, QS-21: n = 5) (**C**) Mice were injected with clodronate or control liposomes 6 days prior to vaccination and immunised as in 1 A. At day 21, median cytokine production (**C**) and polyfunctionality (**D**) of HBs-specific CD4 T cells, cytokine production by HBs-specific CD8 T cells (**E**), and frequency of OVA-specific circulating CD8 T-cells (**E**) were assessed by flow cytometry (Ag: n = 4, QS-21: n = 8). (**F**) Anti-HBs IgG1, IgG2c and total IgG titres in the serum of mice injected with QS-21 or Alum were measured by ELISA at day 21 (Ag: n = 8, QS-21: n = 16, Alum: n = 8). Each point represents a single mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann-Whitney test. The data is representative of at least 2 independent experiments.

**Figure 5:**
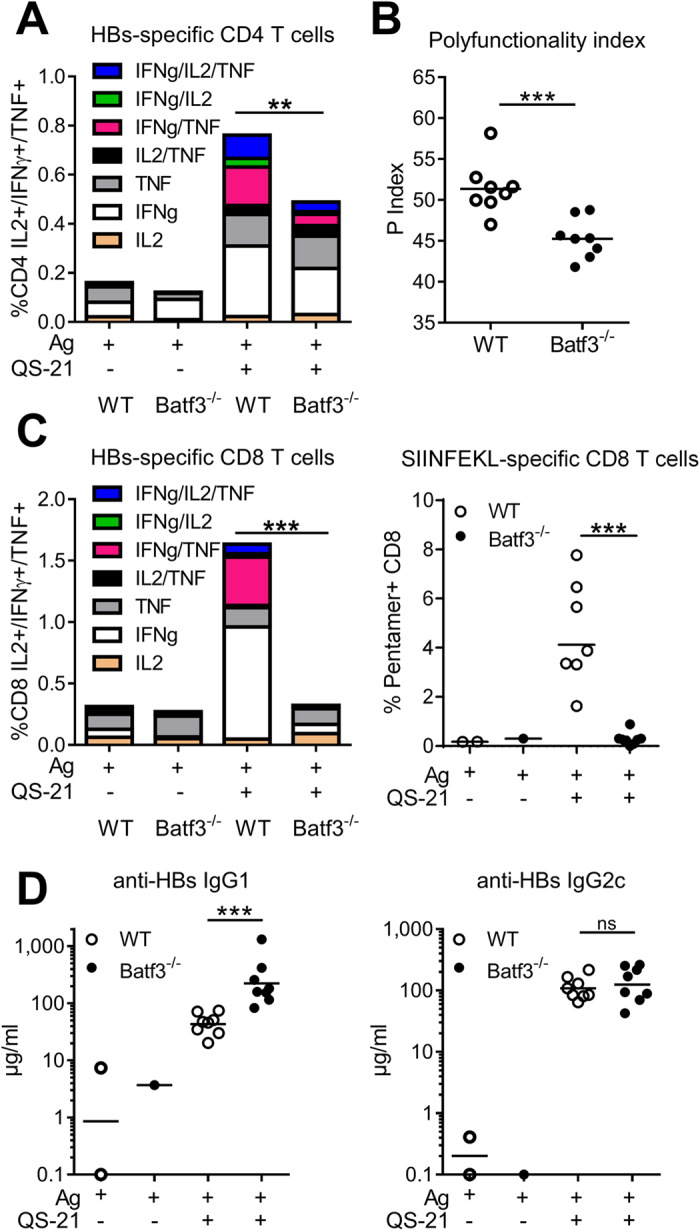
Batf3-dependent dendritic cells regulate QS-21-mediated T-cell responses. Mice were immunised as in 1 A and adaptive responses were measured at day 21. (**A**) Flow cytometry analysis of cytokine production by HBs-specific CD4 T cells in WT and *Batf3*^−/−^ mice. (**B**) polyfunctionality index of CD4 T cells. (**C**) Flow cytometry analysis of cytokine production by splenic HBs-specific CD8 T cells and of the frequency of circulating OVA-specific CD8 T cells (Ag: n = 1–2, QS-21: n = 8). (**D**) Anti-HBs IgG1 and IgG2c titres in the serum measured by ELISA (Ag: n = 1–2, QS-21: n = 8). Each point represents one mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann-Whitney test.

**Figure 6:**
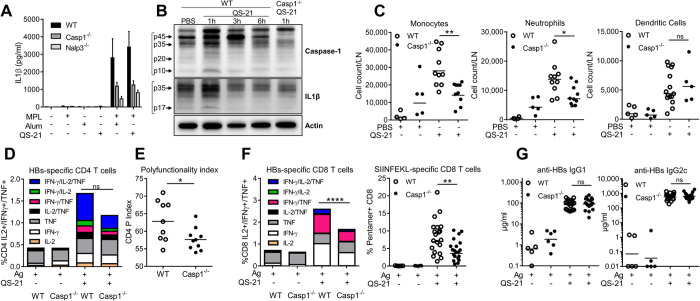
QS-21 elicited innate cell recruitment and CD4/CD8 T-cell responses are dependent on Caspase-1. (**A**) Bone-marrow derived dendritic cells (BMDCs) from mice lacking NALP3 or Caspase-1 expression were primed overnight with MPL and stimulated with either QS-21 or alum. IL-1β release in the supernatant was determined by ELISA. The data is represented as mean and SEM of 3 independent experiments. (**B**) WT or caspase-1 KO mice were injected *i.m.* with either PBS or QS-21 and the draining lymph nodes were recovered at the indicated time points. Whole lymph nodes were lysed and caspase-1 and IL-1β processing were detected by western blot. (**C**) Innate cell recruitment to the iliac DLN in WT and Caspase-1 KO mice 24 h post QS-21 injection. Absolute numbers of monocytes (Lin-CD11b^+^ Ly6C^+^ Ly6G^−^), neutrophils (SSC^hi^ Lin^−^ CD11b^+^ Ly6C^int^ Ly6G^+^) and dendritic cells (Lin^−^ CD11c^+^ MHCII^+^) per DLN were assessed by flow cytometry (PBS: n = 5, QS-21: n = 5–10). (**D**–**F**) Mice were immunised as in 1 A. At day 21, cytokine production (**D**) and polyfunctionality (**E**) of HBs-specific CD4 were evaluated by flow cytometry. (**F**) Cytokine production of HBs-specific and frequency of OVA-specifc CD8 T cells were evaluated by flow cytometry (Ag: n = 3, QS-21: n = 9–10). (**G**) Anti-HBs IgG1 and IgG2c titres in the serum at day 21 were measured by ELISA (Ag: n = 5–6, QS-21: n = 20). Each point represents one mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann-Whitney test. The data is representative of 2 independent experiments.

**Figure 7:**
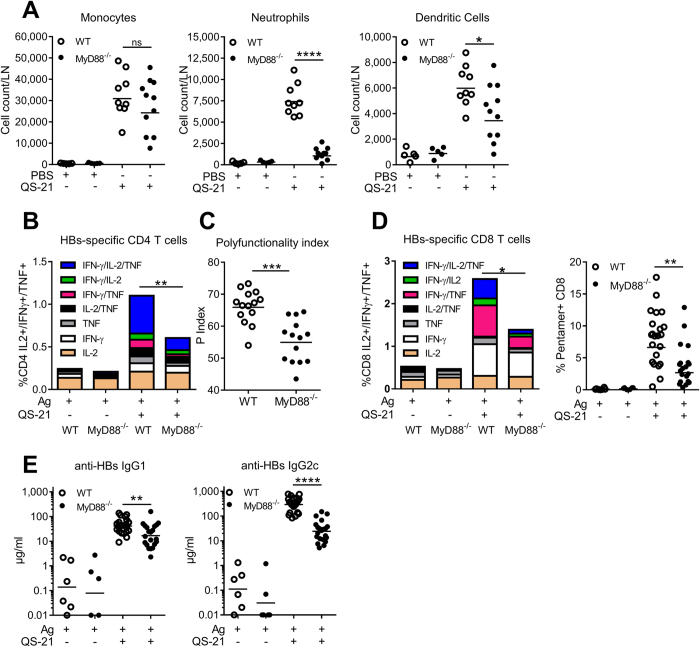
QS-21-elicited neutrophil and dendritic cell recruitment, cellular CD4/CD8 T-cell responses and antibody production are dependent on MyD88. (**A**) Innate cell recruitment in the iliac DLN 24 h post QS-21 injection. Absolute numbers of monocytes (Lin^−^ CD11b^+^ Ly6C^+^ Ly6G^−^), neutrophils (SSC^hi^ Lin^−^ CD11b^+^ Ly6C^int^ Ly6G^+^) and dendritic cells (Lin^−^ CD11c^+^ MHCII^+^) per DLN were assessed by flow cytometry (PBS: n = 6, QS-21: n = 7–8). (**B**–**D**) WT and MyD88 KO mice were immunised as in 1 A. At day 21, median cytokine production (**B**) and polyfunctionality (**C**) of HBs-specific CD4 were evaluated by intracellular staining (Ag: n = 3, QS-21: n = 14). (**D**) Cytokine production of HBs-specific splenic CD8 T cells and frequency of OVA-specific circulating CD8 T cells assessed by flow cytometry (Ag: n = 3–6, QS-21: n = 14–21). (**E**) Anti-HBs IgG1 and IgG2c titres in the serum at day 21 were measured by ELISA (Ag: n = 6, QS-21: n = 21). Each point represents one mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann-Whitney test. The data is representative of 2 independent experiments.

**Figure 8:**
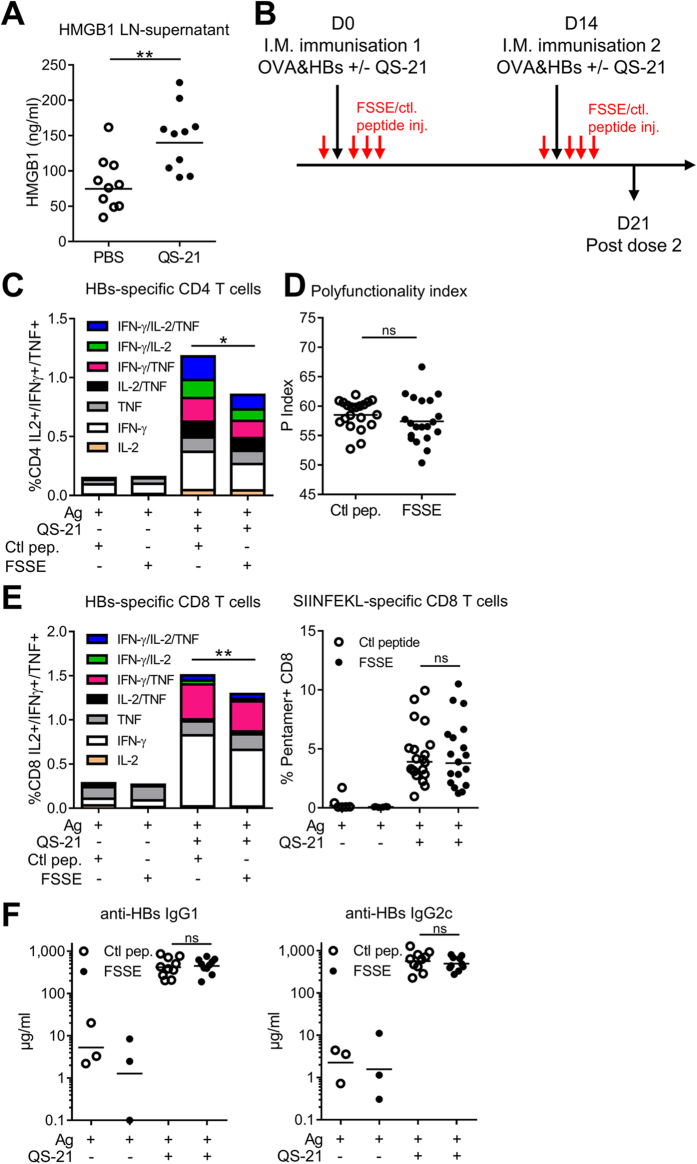
QS-21 injection leads to HMGB1 release that is required for optimal CD4 T-cell responses. (**A**) Mice were injected *i.m.* with QS-21 and the draining lymph nodes were recovered 6 h post injection. The whole lymph nodes were cultured for 24 h in complete medium and HMGB1 was detected in the supernatant by ELISA (n = 10). (**B**) Experiment timeline. Mice received four i.p. peptide (500 μg per mouse – red arrows) injections at day 0 and day 14 (1 h before immunisation and then at 12 h intervals). The FSSE-NH_2_ peptide inhibits HMGB1-MD-2 interaction while the scrambled control (SFSE-NH_2_) does not. (**C**–**F**) FSSE and control peptide-treated mice were immunised as in (**B**). At day 21, cytokine production (**C**) and polyfunctionality (**D**) of HBs-specific CD4 T cells were evaluated after *in vitro* restimulation by intracellular staining. The data is represented as the median of 6 (Ag) or 20 (QS-21) mice. (**E**) Cytokine production by HBs-specific splenic CD8 and frequency of antigen (OVA)-specific circulating CD8 T cells assessed by flow cytometry (Ag: n = 6, QS-21: n = 20). (**F**) Anti-HBs IgG1 and IgG2c titres in the serum at day 21 were measured by ELISA (Ag: n = 3, QS-21: n = 10). Each point represents a single mouse and the horizontal bar represents the geometric mean. Statistical significance was determined by a non-parametric Mann-Whitney test. The data represents a pool of 2 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

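RNA from the draining iliac lymph node and the injected gastrocnemius muscle of C57BL/6 mice was measured on 34 arrays, 18 for the lymph node and 16 for the muscle, in 12 groups (2 tissues, QS-21 in liposomes or PBS, and 2, 4 or 6 h). The sample labels give pools of 2 mice per array. The intensity values were made by the authors with GCRMA, which adjusts for background, normalizes and summarizes each probe set, and they were deposited on the linear scale as whole numbers. The authors' GCRMA version and whether tissues and times were normalized together are not stated. The upper percentiles of the arrays differ between times and between tissues, so folds were taken within a tissue and time. The authors had left out 2 muscle arrays that failed quality control. The array annotation is that of the A version of the array design the paper names.
Of the probe sets, 21084 are listed in the annotation and 1606 are not, and 691 list several symbols. The 20393 with 1 symbol were kept. Symbols were checked by gene number against a mouse gene table (20364 matched, 0 changed). For each gene, the probe set with the highest mean over the 34 arrays was used, which left 12394 genes. Intensities were taken to log2 with no pseudocount, since the lowest value was 12. No filter was applied. The share of probe sets at the lowest value of their array sets the depth of signal over background, and small folds of genes near it are compressed.
Each tissue was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 1 coefficient per group), and QS-21 was compared with PBS at each time with p-values adjusted by Benjamini and Hochberg over the 12394 genes. Genes were counted at an adjusted p under 0.05 and over 3-fold or over 10-fold. Differences between tissues were fitted over the 34 arrays with 12 group coefficients, and those between 2 and 6 h within a tissue. Genes were named by a rule: in each comparison the 10 largest rises and 5 largest falls whose QS-21 arrays all lay on one side of the PBS arrays, the 5 largest differences either way in each contrast, up to 4 members of each list with the largest change past the test, and the genes the paper names. The paper's Fig. 2 had been seen when the rule was written. Acta1, Ago2, Ccl9, Ccl12, Ckm, Gm13889, Ifng, Malat1 and Mcoln2 fall outside the rule and were chosen after their values were seen.
Lists of genes, 30 in all with 507 symbols of which 449 were measured, were tested with limma's camera at its preset correlation of 0.01 and with a correlation estimated from the arrays, adjusted over the lists within a comparison. They cover chemokines, cytokines, the IL-1 family and inflammasome, TLR and NOD-like receptor signalling, NF-κB, immediate early genes, type I interferon, interferon-gamma, JAK-STAT, endothelial activation, matrix remodelling, heat shock, glucocorticoid-induced genes, sterols, neutrophils, monocytes, sinus macrophages, dendritic cell identity and maturation, eosinophils, mast cells, B, T and NK cells, lymph node stroma, skeletal muscle, muscle damage, adipocytes, erythrocytes and the cell cycle. Over-representation used a one-sided Fisher's exact test.
Alternatives were a mean-variance trend, the spread of the compared groups alone, quantile normalization within a tissue, dim genes left out (log2 under 5 on all but 1 array), values raised to 16, array weights, a replicate block, unadjusted p-values, all probe sets, and each array left out in turn. Array weights were estimated on genes above the floor, because on all genes the estimate degenerated. Values raised to 64 were added after the floor had been seen. The choice of which list results are reported was also made after the values were seen.
The procedure was tested on simulated arrays with the means of the PBS groups, the spread of the real genes, and known changes in genes with a mean over 64. At 2-fold, 79.1 to 91.0% of changed genes were recovered, and at 12-fold 98.5% or more. These shares do not cover genes nearer the floor, where many of the top genes lay with PBS. Nor do they hold for each real gene. At the injection site at 2 h Cxcl1 did not pass at 3.51-fold, with PBS arrays at 874 and 331. The count of 0 genes over 3-fold higher there therefore does not show that such changes were absent. Among all calls, the share that was false was 8.17, 6.63 and 7.28% in the lymph node at 2, 4 and 6 h and 3.59, 3.61 and 1.57% in the muscle, so that in the lymph node it exceeded the nominal 5%. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.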

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

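The tests of technical explanations below, and the count of other splits for genes over 10-fold higher in the DLN, were chosen only after the result was seen. The bootstrap intervals below resample the genes of a list and hold each fold change fixed. They carry no variation between arrays and treat the genes as independent. Where such an interval is used to argue against a cause, the variation between the few pools of a group is not accounted for.
Genes of lymph node sinus macrophages, which the paper's expression analysis does not discuss, were lower with QS-21 in the DLN for 13, 13 and 14 of 16 list members at 2, 4 and 6 h. Dilution by RNA of other cells was argued against by the B cell list, whose median log2 change at 2 h was -0.057 (95% bootstrap interval -0.18 to 0.00) against -1.66 (-2.32 to -1.43) for the macrophage list. Markers of other cells fell as well: Stab2 of sinus endothelium by 2.05, 5.25 and 5.91 on the log2 scale at 2, 4 and 6 h, Flt4 by 1.03, 2.31 and 3.43, Lyve1 by 1.99 and 2.81 at 4 and 6 h, and 3, 3 and 8 of 13 dendritic cell identity genes, so the fall was not confined to macrophage genes. List medians at 2 h were -1.65 with quantile normalization and -1.66 with values raised to 64 (upper ends -1.33 and -1.26). They argue against a difference in distribution between arrays and against the floor. The values were already normalized and the arrays of 2 h nearly alike (95th percentile 1885.6 to 1946.6). The authors' normalization itself was therefore not tested. Loss of these macrophages, lower transcript levels in those that stay, or a smaller share of sinus tissue in the samples may underlie the fall, and bulk RNA does not separate them.
Members of the same macrophage list were also lower at the injection site, for 2, 6 and 4 of 16 at the 3 times. The adjusted p of the list by camera with an estimated correlation was 0.046, 0.13 and 0.045, so that its call at 4 h, the time tested below, was lost. At 4 h 9 stromal and endothelial genes had a median log2 change of 0.058 (-0.19 to 0.35). The 7 macrophage members with a mean of at least 64 had -1.65 (-2.97 to -0.04), a difference of 1.71 (0.07 to 3.29). For these 9 genes as a set, less connective and vascular tissue on the QS-21 arrays was argued against. Lyve1, named above as a marker of other cells, had log2 fold changes of -2.20 at 4 h and -2.74 at 6 h there, whereas Pecam1 had 1.25 at 4 h. A smaller share of tissue expressing Lyve1 therefore stays open at 4 h. At 2 h less connective and vascular tissue cannot be told apart, with -0.058 (-0.35 to 0.07) for the 9 genes and a difference of 1.44 (-0.09 to 2.74). The same holds at 6 h, with -0.50 (-0.78 to 0.28) and a difference of 0.71 (-0.05 to 2.69). The intervals of the difference include 0 at both times. The stroma list also fell at 6 h, with a median of -0.31 and 4 lower and 1 higher over the list alone (camera adjusted p = 0.0091, and 0.12 with an estimated correlation). Quantile normalization moved the 5528 genes with a mean of at least 64 by a median of 0.062 at 4 h and the median of the 7 macrophage members by -0.11 (-0.12 to 0.24), to -1.76 (-2.74 to -0.10), so a difference in distribution between arrays was argued against. Fat on PBS arrays was weighed because the adipocyte list mean was 8.49 and 8.67 on PBS replicate 1 of 4 h and of 6 h, against 6.43 to 7.13 on the other muscle arrays, and the adipocyte list fell with QS-21 by a median of 0.30 and 0.70 at these times. Without these arrays the median of the macrophage members moved by -0.12 (-0.23 to 0.06) at 4 h, to -1.77 (-3.20 to 0.02), and by 0.11 (0.02 to 0.19) at 6 h, from -1.22 (-2.92 to -0.48) to -1.11 (-2.73 to -0.36), which argues against that fat as the cause. Raising values to 64 cannot decide on the floor as a cause, because this setting can only shrink a fall and several members have QS-21 arrays under 64. The median of the macrophage members at 4 h then moved by 0.87 (0.00 to 2.19) and stayed under 0, at -0.78 (-1.91 to -0.04). Loss of resident macrophages may contribute and was not tested.
Fold changes were larger in the DLN than at the injection site for 49, 49 and 37 of the 74 genes over 10-fold higher in either tissue at 2, 4 and 6 h. A higher PBS level at the injection site cannot be told apart as the cause. For the 74 genes at 4 h, the median PBS level, DLN minus injection site, was -0.65 on the log2 scale (-1.12 to -0.075). The median QS-21 level differed by 1.46 (0.64 to 2.12). The 74 genes were mostly chosen for their fold in the DLN, which favours a higher QS-21 level there. Over the 86 genes over 3-fold higher at the injection site, the QS-21 level at 4 h was higher in the DLN by a median of 1.11 on the log2 scale (0.50 to 1.60). Their fold at 4 h was not larger there (0.05, -0.39 to 0.41), so that at 4 h they do not show the pattern. The 86 were compared in this way at 4 h only, and were chosen for their fold at the injection site. The 13 genes over 10-fold higher at the injection site had median folds of 18.6, 16.9 and 11.6 in the DLN at 2, 4 and 6 h. At the injection site these were 2.61, 11.2 and 11.9, so that the 13 show the pattern at 2 h and not at 6 h. At 2 h the median PBS level of the 13 on the log2 scale was 3.99 in the DLN and 6.62 at the injection site. Their median QS-21 level was 9.21 and 8.51. For these 13 genes at 2 h, the tissues thus differed more in the PBS level than in the QS-21 level. Levels of the tissues also come from arrays with different upper percentiles. A difference in the tissues' cells stays open and was not tested.
Responses that differed between the tissues by a test of the difference itself, over all genes, numbered 251 with a larger value in the DLN and 269 with a larger value at the injection site at 2 h. The numbers were 723 and 1370 at 4 h and 476 and 921 at 6 h, and the second of each pair includes genes that fell in the DLN. Changes in opposite directions, each past its own test, were seen for 110 genes at 4 h and 13 at 6 h. At 4 h Pecam1 had log2 fold changes of -2.62 in the DLN and 1.25 at the injection site, Vcam1 -1.74 and 2.09, and Ccl9 0.93 and -2.10. At 6 h Mcoln2 had -1.82 and 1.58 (Mcoln2 was singled out after its values were seen).
Responses that differed between times numbered 55 larger at 2 h and 67 larger at 6 h in the DLN, and 15 larger at 6 h at the injection site. That count of 15 became 7 without QS-21 2 h replicate 2, 4 without QS-21 2 h replicate 3, 4 and 8 without PBS 2 h replicates 1 and 2, 8 and 5 without PBS 4 h replicates 1 and 2, 3 and 4 without QS-21 6 h replicates 1 and 3, and 8 and 25 without PBS 6 h replicates 2 and 3.
Genes over 3-fold lower with QS-21, which the paper does not report on, numbered 44, 219 and 210 in the DLN and 3, 34 and 29 at the injection site at 2, 4 and 6 h. Of 23 type I interferon-stimulated genes, 17 were higher in the DLN at 6 h, and the adjusted p of this list by camera was 2.0e-10 at the preset correlation and 0.16 with an estimated correlation of 0.67.
Arrays were also split into other groups of the same sizes. Genes over 3-fold changed numbered 167, 405 and 377 in the DLN at 2, 4 and 6 h, where the highest of the other splits gave 0, 0 and 1, and 90 at the injection site at 6 h, where it gave 0, and in each case only 1 split, the real one, gave as many, but 10 splits are too few for a share under 0.05. For genes over 10-fold higher in the DLN at any time, 1 of 100 splits, the real one, gave 71 and the highest other 51, so chance can be excluded. For differences between tissues at 6 h (1397 genes) 8 of 100 splits gave as many, with a highest other of 1935, and for differences in the DLN between 2 and 6 h (917 genes) 7 of 100, with a highest other of 1688, so chance cannot be excluded by this count. The other splits that gave as many kept the real grouping in 1 tissue or at 1 time, and without these the highest were 10 and 3.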

How the results depend on the processing

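Values raised to 64, and the restriction of the array weights to genes above the floor, were chosen after the data were seen. The other settings were planned. Calls in the DLN held under most settings, and those at the injection site depended on several. Signal over background limits folds of genes near the floor, and those over a group at the floor are lower bounds. Of 642 single-gene results, 635 kept their side of the threshold with a trend, 496 with the spread of the compared groups and 610 with quantile normalization. The count was 614 raised to 16, 622 with array weights, 494 with a replicate block, 559 raised to 64 and 611 with unadjusted p. Without dim genes it was 564 of 578. Those that passed also kept their direction. A change of sign in a result that passed in neither fit was not counted. Where no cause is named below, the cause was not tested.
With a mean-variance trend, genes over 3-fold at the injection site at 2 h numbered 2 higher and 8 lower, 1 gene responded more at 2 h than at 6 h, and 2 lists were called at 2 h.
With only the groups of the contrast, and so fewer arrays in the fit, the injection site had 6 higher and 11 lower at 4 h and 20 and 10 at 6 h, 166 genes responded more in the DLN at 2 h, 9 DLN lists were called at 2 h, and the calls of Cxcl1 (15.9-fold) and Il1b (13.0-fold) at the injection site at 4 h were lost.
With quantile normalization within tissue the call of Il1b there at 4 h was lost (12.8-fold) and 3 lists were called at 2 h. With dim genes left out, and so fewer genes tested, the injection site had 2 higher and 8 lower at 2 h, 1 gene larger at 2 h than 6 h, 4 lists at 2 h, and a call for Il1b at 6 h (7.60-fold). With low values raised to 16 the Il1b call at 4 h was lost (13.0-fold) and 5 lists were called at 2 h. With array weights 1 gene was higher at the injection site at 2 h, 1 was larger at 2 h than 6 h, and Il1b was called at 6 h (7.32-fold). Response larger in DLN than Muscle at 4 h then held for 1086 genes.
Samples share only a replicate number. Residuals of QS-21 and PBS arrays of the same number correlated at -0.29 to 0.21. With the replicate block, the injection site had 0 lower at 2 h, 0 higher and 1 lower at 4 h, 0 and 0 at 6 h, 0 over 10-fold and 6 lists at 2 h, and no call for Il6 (50.1-fold), Cxcl1 (16.1-fold) and Il1b (12.4-fold) at 4 h or Il6 (65.3-fold) and Cxcl1 (30.3-fold) at 6 h. Without the block these folds were 54.3, 15.9 and 13.0 at 4 h and 65.3 and 30.3 at 6 h. The calls of these genes were thus lost with folds of much the same size.
With low values raised to 64, the DLN had 29 lower at 2 h, 120 lower at 4 h, 105 higher and 109 lower at 6 h and 41 over 10-fold. The injection site had 1 lower at 2 h, 30 and 16 at 4 h, 32 and 14 at 6 h, 8 over 10-fold and 4 lists at 2 h. The difference of Casp4 between DLN and muscle at 6 h reversed from -1.15 to 0.92.
With unadjusted p, the injection site had 14 higher and 18 lower at 2 h, 3 genes larger at 2 h than 6 h, 7 lists at 2 h, and calls for Cxcl1 (3.51-fold) and Il6 (3.23-fold) at 2 h and Il1b (7.60-fold) at 6 h. Response larger in DLN than Muscle at 2 h held for 776 genes. Response larger in DLN than Muscle at 4 h held for 1212. Response larger in DLN than Muscle at 6 h held for 1043. With an estimated correlation 4, 4 and 8 DLN lists and 0 and 7 injection site lists at 4 and 6 h were called. Over all probe sets 1 was higher at 2 h and 53 lower at 4 h at the injection site.
Leaving out 1 array moved the injection site counts at 2 h from 0 to 12 higher and 3 to 19 lower (12 and 19 without QS-21 2 h replicate 1; 6 lower without QS-21 2 h replicate 2 or PBS 2 h replicate 2; 1 higher without PBS 2 h replicate 1 or 2 or PBS 6 h replicate 1 or 3). At 4 h they ranged over 32 to 65 and 21 to 37 (32 and 21 without QS-21 4 h replicate 3) and at 6 h over 39 to 66 higher (39 without PBS 6 h replicate 2). Genes larger at 2 h than 6 h there ranged from 0 to 3 (3 without QS-21 2 h replicate 1, and 1 without PBS 6 h replicate 1 or 3), lists at 2 h from 1 to 7 (2, 4 and 7 without QS-21 2 h replicates 1, 2 and 3, and 2 without PBS 2 h replicate 1), and the fold of Il1b at 4 h from 9.24 to 19.4. At 2 h the folds there ranged from 2.16 to 5.71 for Cxcl1, 1.55 to 6.73 for Il6 and 1.63 to 7.14 for Il1b (lowest without PBS 2 h replicate 2, highest without PBS 2 h replicate 1), and that of Il1b at 6 h from 4.75 to 10.3 (without PBS 6 h replicate 2 and 1). DLN counts stayed within 1.5 times: 119 to 125 higher and 32 to 53 lower at 2 h, 176 to 192 and 212 to 249 at 4 h, 151 to 177 and 200 to 247 at 6 h.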

Other observations

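The lists of interferon-stimulated genes were not compared between times. In the DLN, of 23 type I interferon-stimulated genes, 0 were higher or lower at 2 h with limma, 6 and 1 at 4 h, and 17 and 0 at 6 h (0 and 0, 6 and 1, and 19 and 0 adjusted over the list alone, adjusted p = 0.75, 0.77 and 0.16 with an estimated correlation). Rsad2, an antiviral enzyme, had log2 fold changes of 1.88 at 4 h and 3.20 at 6 h, and Oas3, a sensor of double-stranded RNA, 2.79 at 6 h. Of 18 interferon-gamma-induced genes, 4, 9 and 12 were higher and 0, 3 and 1 lower (6, 9 and 12 and 2, 3 and 1 over the list alone, adjusted p = 0.49 and 0.075 at 4 and 6 h with an estimated correlation), among them the GTPase gene Irgm1 at 6 h (2.44). JAK-STAT genes numbered 6, 9 and 10 higher and 2, 4 and 3 lower of 23 (9, 9 and 11 and 2, 5 and 3 over the list alone, adjusted p = 0.11 at 6 h with an estimated correlation).
Of sinus and lymphatic endothelium no list was tested, and 3 of its genes were lower in the DLN. Stab2, a scavenger receptor, had a log2 fold change of -5.25 at 4 h, Flt4, the receptor of lymphatic growth factors, -2.31 at 4 h and -3.43 at 6 h, and Lyve1, a hyaluronan receptor, -1.99 and -2.81. The endothelial list had 5 higher and 6 lower of 15 at 4 h and 4 and 6 at 6 h, also over the list alone, with a median of -0.14 and a mean of 0.08 at 4 h and 0.09 and -0.09 at 6 h, which differ in sign (camera adjusted p = 0.80 and 0.87). Stroma and high endothelial venule genes numbered 0 and 1, 2 and 5, and 1 and 4 higher and lower of 14 (0 and 1, 2 and 6, and 1 and 5 over the list alone).
The macrophage gene Siglec1, which encodes CD169, was at the floor on the QS-21 arrays of the DLN at each time and passed at 6 h, at least 2.70-fold lower (adjusted p = 2.0e-05, PBS geometric mean 35.1). At 2 and 4 h its log2 fold changes were 0.033 and -0.15 and did not pass, with PBS also at or near the floor. Its other probe sets had -0.32 (adjusted p = 0.0039) and 0.038 (adjusted p = 0.42) at 6 h. C1qc, a complement gene of macrophages, had -5.50 at 4 h and Marco, a scavenger receptor, -5.95 at 6 h. Over the list alone, 13, 13 and 14 macrophage genes were lower, and the adjusted p with an estimated correlation was 0.0025, 0.0078 and 0.0080. Adgre1 fell by 1.61, 1.25 and 1.61 on the log2 scale.
Neutrophil genes numbered 6, 9 and 9 higher and 0 lower of 16 in the DLN (8, 10 and 9 over the list alone, adjusted p = 0.23, 0.069 and 0.047 with an estimated correlation). Monocyte genes numbered 2, 5 and 6 higher and 5, 4 and 1 lower of 13 (2, 5 and 7 and 5, 4 and 1 over the list alone, adjusted p = 0.47 at 2 h and 0.10 at 6 h with an estimated correlation). Dendritic cell identity genes numbered 0, 2 and 1 higher and 3, 3 and 8 lower of 13 (1, 2 and 1 and 4, 3 and 9 over the list alone, adjusted p = 0.32 at 2 h and 0.066 at 6 h with an estimated correlation). Maturation genes numbered 4, 6 and 7 higher and 0, 1 and 1 lower of 14 (4, 7 and 7 and 0, 2 and 1 over the list alone, adjusted p = 0.11 and 0.092 at 4 and 6 h with an estimated correlation), and the co-stimulatory gene Cd80 had log2 fold changes of 2.31, 2.91 and 1.59. Another probe set of Cd80 had 0.097, 0.60 and 1.16 (limma, adjusted p = 0.67, 0.014 and 1.2e-04), and its remaining probe sets did not pass. The co-stimulatory gene Cd86 did not pass, with -0.455, 0.513 and 0.135 (limma, adjusted p = 0.20, 0.076 and 0.58).
B cell genes numbered 0, 1 and 0 higher and 0, 4 and 5 lower of 13, T cell genes 1, 0 and 0 and 1, 7 and 1 of 16, and NK cell genes 3, 2 and 2 and 1, 4 and 4 of 9. Adjusted over the list alone these counts were the same, except 3 higher NK cell genes at 4 h. The adjusted p with an estimated correlation was 0.33 for B cells at 6 h and 0.49 for T cells at 4 h. No eosinophil, adipocyte or erythrocyte gene passed limma in the DLN, also over the lists alone, and of 9 mast cell genes only Hdc passed at each time (2 over the list alone at 2 h). Cell cycle genes numbered 0 higher and 0, 2 and 2 lower of 15 (0, 2 and 0 over the list alone, adjusted p = 0.46, 0.52 and 0.39 with an estimated correlation), and sterol genes 0, 1 and 3 higher and 1, 4 and 3 lower of 12 (0, 3 and 3 higher and 1, 4 and 3 lower over the list alone). In the muscle damage list Cdkn1a, Gadd45a, Gadd45b and Gadd45g were higher at each time, 4 of 18 (adjusted p = 0.47, 0.52 and 0.41 with an estimated correlation). Of 10 glucocorticoid-induced genes, 5 were higher and 1 lower at 4 h and 3 and 0 at 6 h (5 and 1, and 4 and 0, over the list alone, adjusted p = 0.35 at 6 h with an estimated correlation).
At the injection site some macrophage genes were lower. C1qa was at least 9.47-fold lower at 2 h and Retnla, a gene of alternatively activated macrophages, had a log2 fold change of -4.97 at 4 h (-6.09 or -3.85 without QS-21 replicate 1 or 3 of 4 h). H2-Aa and H2-Ab1, which encode MHC class II chains, had -2.93 and -2.85 at 4 h, and no MHC class II list was tested. Another probe set of H2-Aa had -1.38 (adjusted p = 0.029). Of the other probe sets of H2-Ab1, 1 had -1.88 (adjusted p = 0.012) and 1 had -0.92 (adjusted p = 0.14). The macrophage list had 2, 6 and 4 lower of 16 (7, 7 and 8 over the list alone, adjusted p = 0.046, 0.13 and 0.045 with an estimated correlation). Of 13 monocyte genes, F13a1 was lower at 2 h (-3.04), and 2 were over the list alone. At 2 h Ccm2 (0.49) and Wrn (0.41) were the 2 genes higher at any fold.
At 4 h and 6 h there, higher and lower members numbered 4 and 2, and 5 and 1 for chemokines (6 and 4, and 6 and 1 over the list alone), 5 and 0, and 4 and 0 for cytokines (5 and 6 higher over the list alone), 5 and 4 higher for the IL-1 family (5 and 6), 4 and 2 for TLR and NOD-like receptors (4 and 2), 9 and 7 for NF-κB (9 and 7), and 6 and 10 for immediate early genes with 2 and 0 lower (6 and 13 higher over the list alone). Of these, NF-κB and immediate early genes kept an adjusted p of 0.038 at 6 h with an estimated correlation. Matrix genes numbered 6 and 5 higher (8 and 7 over the list alone), endothelial genes 6 and 4 (7 and 7), heat shock genes 4 and 2 (5 and 2), JAK-STAT genes 4 and 4 (5 and 9), glucocorticoid-induced genes 1 and 4 (2 and 4), neutrophil genes 2 and 4 (4 and 8), and muscle damage genes 1 and 4 (1 and 9). Of these lists, JAK-STAT had 0 and 1 lower (1 and 1 over the list alone), and over the list alone at 6 h endothelial genes had 3 lower, matrix genes 1 and muscle damage genes 2. With an estimated correlation the adjusted p at 6 h was 0.038 for matrix, heat shock and muscle damage genes, 0.045 for JAK-STAT, 0.053 for neutrophil and 0.074 for endothelial genes. Type I interferon genes numbered 1 and 1 higher (1 and 2), interferon-gamma-induced genes 1 and 2 (1 and 2), and monocyte genes 0 and 0 (0 and 5), with 0.22, 0.42 and 0.15 at 6 h.
Skeletal muscle genes there numbered 0 higher and 3 lower of 23 at 4 h (Casq1, Pygm and Ryr1) and 0 at 6 h (adjusted p = 0.50 and 0.54 with an estimated correlation). Dendritic cell identity genes numbered 2 lower at each of these times and maturation genes 2 and 0 higher, stroma genes 1 and 1 higher and 1 and 2 lower, mast cell genes 1 and 0 higher, sterol genes 1 higher at 4 h and 1 lower at 6 h, and B cell genes 1 lower at 6 h. Adjusted over the list alone, dendritic cell identity genes also had 1 higher at 4 h, and at 6 h maturation and mast cell genes had 1 higher each and stroma genes 4 lower. No T cell, NK cell, eosinophil, erythrocyte, cell cycle or adipocyte gene passed limma there. The adipocyte list mean on the log2 scale was 8.49 on PBS replicate 1 of 4 h and 8.67 on PBS replicate 1 of 6 h, against 6.43 to 7.13 on the other muscle arrays, and its median log2 change was -0.30 at 4 h and -0.70 at 6 h.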
